# Combined Treatment of Uterine Leiomyosarcoma with Gamma Secretase Inhibitor MK-0752 and Chemotherapeutic Agents Decreases Cellular Invasion and Increases Apoptosis

**DOI:** 10.3390/cancers16122184

**Published:** 2024-06-10

**Authors:** Yasmin Abedin, Alexander Fife, Cherie-Ann Samuels, Rasheena Wright, Trystn Murphy, Xusheng Zhang, Emily Alpert, Emma Cheung, Qingshi Zhao, Mark H. Einstein, Nataki C. Douglas

**Keywords:** uterine leiomyosarcoma, Notch signaling, gamma secretase inhibitors, chemotherapy, synergism, invasion, apoptosis, proliferation

## Abstract

**Simple Summary:**

Uterine leiomyosarcoma (uLMS) is a rare and aggressive malignancy with treatments that have limited efficacy and often have significant toxicities. We previously demonstrated the presence of Notch signaling in uLMS as well as decreased cell viability and Notch expression after exposure to the gamma secretase inhibitor MK-0752. The aim of this study was to assess the combination of MK-0752 and chemotherapeutics commonly used for the treatment of uLMS. Using two human uLMS cell lines, SK-UT-1B and SK-LMS-1, we demonstrated synergism between MK-0752 and docetaxel, doxorubicin, and gemcitabine using MTT assays. These synergistic combinations were used in transwell invasion assays, cell cycle flow cytometry, proliferation assays, and RNA sequencing. We found decreased invasion, an increase in the apoptotic sub-G1 cell cycle population, and differentially expressed genes and altered KEGG pathways after combination treatment. The combinations of MK-0752 and doxorubicin, MK-0752 and docetaxel, and MK-0752 with gemcitabine and docetaxel are potential novel therapeutic approaches for uLMS.

**Abstract:**

Due to limited effective therapeutics for uterine leiomyosarcoma (uLMS), the impact of the gamma secretase inhibitor (GSI) MK-0752 with common chemotherapeutics was explored in uLMS. MTT assays were performed on two human uLMS cell lines, SK-UT-1B and SK-LMS-1, using MK-0752, docetaxel, doxorubicin, and gemcitabine, individually and in combination, to determine cell viability after treatment. Synergistic combinations were used in transwell invasion assays, cell cycle flow cytometry, proliferation assays, and RNA sequencing. In SK-UT-1B, MK-0752 was synergistic with doxorubicin and gemcitabine plus docetaxel. In SK-LMS-1, MK-0752 was synergistic with all individual agents and with the combination of gemcitabine plus docetaxel. MK-0752, gemcitabine, and docetaxel decreased invasion in SK-UT-1B 2.1-fold* and in SK-LMS-1 1.7-fold*. In SK-LMS-1, invasion decreased 1.2-fold* after treatment with MK-0752 and docetaxel and 2.2-fold* after treatment with MK-0752 and doxorubicin. Cell cycle analysis demonstrated increases in the apoptotic sub-G1 population with MK-0752 alone in SK-UT-1B (1.4-fold*) and SK-LMS-1 (2.7-fold**), along with increases with all combinations in both cell lines. The combination treatments had limited effects on proliferation, while MK-0752 alone decreased proliferation in SK-LMS-1 (0.63-fold**). Both MK-0752 alone and in combination altered gene expression and KEGG pathways. In conclusion, the combinations of MK-0752 with either doxorubicin, docetaxel, or gemcitabine plus docetaxel are potential novel therapeutic approaches for uLMS. (* *p* < 0.05, ** *p* < 0.01).

## 1. Introduction

Uterine leiomyosarcoma (uLMS) is a rare and aggressive malignancy arising from smooth-muscle cells of the uterus with a five-year survival rate of less than 50% in individuals diagnosed in the early stages and an even lower five-year survival rate in those diagnosed with advanced-stage disease [1,2,3,4,5]. Characterized by its ability to mimic other benign gynecologic conditions and its potential for rapid growth and metastasis, uLMS remains a challenge to diagnose and treat [1,2,3]. 

The management of uLMS depends on the disease stage. Surgery is the primary treatment option for early-stage disease [2]. Adjuvant therapy in the setting of early-stage disease is not utilized, as it has not shown benefit compared to observation alone, and two-year recurrence rates remain high, between 50% and 70% [1,2,3]. Advanced-stage disease may incorporate surgery with adjuvant chemotherapy; however, there have not been any randomized studies directly comparing different treatment modalities in advanced disease. 

Doxorubicin, a potent anthracycline chemotherapeutic, is a standard first-line agent in the management of advanced uLMS [6,7,8]. Recently, the combination of doxorubicin and trabectedin was found to be efficacious against unresectable or metastatic LMS, including uLMS [9]. Despite the effectiveness of doxorubicin with or without trabectedin, these agents are associated with side effects such as cardiotoxicity and bone marrow suppression, which necessitate close monitoring and may limit treatment [3,6,9,10]. The combination of gemcitabine with docetaxel is another first-line therapy for advanced uLMS [6,7,8]. Gemcitabine inhibits DNA synthesis, impeding cell replication, while docetaxel interferes with microtubule function, disrupting the cell division process. When given in combination, gemcitabine and docetaxel are synergistic. Together, their efficacy against uLMS is better than either individual treatment. Clinical studies and trials have demonstrated encouraging results in terms of tumor response and progression-free survival rates in individuals receiving gemcitabine and docetaxel [3,11,12]. However, like many chemotherapy treatments that require multiple cycles, gemcitabine and docetaxel can cause adverse effects, including bone marrow suppression [3,6,11,12]. Due to the limited efficacy of the existing therapies for uLMS, it is imperative to identify new therapeutic approaches [4]. 

We previously investigated the involvement of the Notch signaling pathway, an evolutionarily conserved pathway with oncogenic roles in many cancers, in uLMS [13]. We determined Notch expression in uLMS tissue samples and uLMS cell lines, SK-UT-1B and SK-LMS-1. Compared to expression in benign tissues, uterine smooth muscle, and fibroids, we found increased expression of NOTCH3 and NOTCH4 in uLMS tissue samples. In the uLMS cells, the expression of NOTCH4 was higher in SK-LMS-1 compared to SK-UT-1B. Notch gene and protein expression were similar. *NOTCH1*, *NOTCH2*, and *NOTCH4*, but not *NOTCH3*, were detected in SK-LMS-1, and all four genes were expressed in SK-UT-1B. We then used gamma secretase inhibitors (GSIs) to indirectly inhibit Notch signaling in uLMS cells. The exposure of uLMS cells to GSIs, DAPT, and MK-0752, an orally well-tolerated GSI, decreased Notch signaling in a time- and dose-dependent manner, but did not impact the proliferation or invasion of SK-UT-1B and SK-LMS-1 cells [13]. Based on these findings, we concluded that inhibition of Notch signaling with MK-0752 has the potential to be effective against uLMS, but when used alone, the efficacy of MK-0752 would be minimal.

We sought to determine if MK-0752 in combination with common chemotherapeutics could be a novel therapeutic approach for uLMS. In both in vitro and in vivo ovarian cancer models, MK-0752 in combination with cisplatin decreased Notch signaling and inhibited cell growth [14]. When MK-0752 was used in combination with gemcitabine for pancreatic ductal adenocarcinoma, there was stable disease in 13 out of 19 evaluable patients [15]. In a phase I trial involving patients with breast cancer, increasing doses of MK-0752 with docetaxel was tolerable and there was a decrease in stem cell markers from biopsy specimens [16]. Based on these promising results and our prior findings, we hypothesized that combinations of MK-0752 with doxorubicin, gemcitabine, and/or docetaxel would be synergistic and would reduce tumor survival and disease progression. In this study, we first determined whether the combinations of MK-0752 and docetaxel, doxorubicin, or gemcitabine were synergistic, antagonistic, or additive against SK-UT-1B and SK-LMS-1 cells. Synergistic drug combinations were identified as those in which the total amount of two or more drugs needed to kill 50% of the cells was less than the sum of exact equal parts of each drug totaling one. To understand the impact of synergistic drug combinations on phenotypes associated with tumor progression and metastasis, we exposed uLMS cells to synergistic combinations that maintained cell viability at 70% or greater. We then assessed cellular invasion and proliferation and the proportion of uLMS cells in different phases of the cell cycle, including the apoptotic sub-G1 phase. Our data lay the foundation for developing in vivo models that investigate the efficacy of GSIs when used in combination with chemotherapy for treating uLMS.

## 2. Materials and Methods

### 2.1. Cell Lines and Cell Culture

Two human uLMS cell lines, SK-UT-1B (ATCC HTB-115™), a primary uLMS cell line with epithelial-like morphology, and SK-LMS-1 (ATCC HTB-88™), a vulvar metastasis from uLMS, were purchased from ATCC (Manassas, VA, USA) [13]. uLMS cell lines were cultured in Eagle’s Minimum Essential Medium (EMEM) (ATCC) with 10% fetal bovine serum (FBS) and 1% Pen-Strep. All cells were maintained in a humidified incubator under standard culture conditions of 21% O_2_ and 5% CO_2_ at 37 °C. SK-UT-1B and SK-LMS-1 cells were grown to greater than 80% confluence in 100 mm plates prior to conducting experiments. 

### 2.2. Inhibitory Concentrations of MK-0752, Docetaxel, Doxorubicin, and Gemcitabine

MK-0752 (MedChemExpress, Monmouth, NJ, USA), docetaxel (ab141248), doxorubicin (ab120629), and gemcitabine (ab145657) (Abcam, Cambridge, UK) were dissolved in dimethyl sulfoxide (DMSO) as the vehicle control. 

As previously described, MTT (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) assays (ab211091) (Abcam, Cambridge, UK) were used to determine cell viability after treatment of SK-UT-1B and SK-LMS-1 with MK-0752, docetaxel, doxorubicin, or gemcitabine individually at increasing concentrations [13]. Briefly, an MTT assay is a calorimetric assay that determines cell viability after increasing concentrations of a particular drug exposure [13]. Cells were plated in a 96-well plate and allowed to attach. Cells were then treated with media containing 10–1000 µM MK-0752, 0.10 to 10 µM docetaxel, 0.10 to 10 µM doxorubicin, or 0.10 to 150 µM gemcitabine for 72 hours (h). To determine if there was cell death from the vehicle control, SK-UT-1B and SK-LMS-1 cells were treated with DMSO in amounts equivalent to those used to resuspend MK-0752 or each chemotherapy. Cells were then incubated with 150 mL of freshly diluted 0.5 mg/mL MTT solution for 2–3 h at 37 °C. Thereafter, 150 mL of DMSO was added to each well, followed by incubation for 30 min at 37 °C, and absorbance was measured at 590 nm in a microtiter plate reader. Dose–response curves were generated and inhibitory concentrations (ICs) were determined for IC_30_ using the half maximal inhibitory concentration (IC_50_) and hillslope of the curves on GraphPad Prism Version 9.0 (San Diego, CA, USA). Samples were run in triplicate and experiments were repeated for at least n = 3; then, IC_50_ values were averaged for each agent.

After individual dose–response curves were generated, MK-0752 was combined with each chemotherapeutic agent that had reproducible results. The diagonal method was used to determine if combinations of MK-0752 and docetaxel, doxorubicin, or gemcitabine were more effective at decreasing uLMS cell viability than single agents [17]. When utilizing the diagonal method, drugs were prepared as a 1:1 mixture with a starting concentration 8 times the IC_50_ of each individual drug (8× IC_50_ drug A + 8× IC_50_ drug B). The treatments were then serially diluted, and a dose–response curve was generated by the MTT assay as described above. The IC_50_ of this curve was then used to determine if the relationship between the drugs was synergistic, antagonistic, or additive. For an additive relationship, half of the IC_50_ of drug A (0.5× IC_50_ drug A) in combination with half the IC_50_ of drug B (0.5× IC_50_ drug B) was the same as the IC_50_ of the combination therapy, and this was defined as 1X. A synergistic relationship was defined as an IC_50_ < 1X and an antagonistic relationship was defined as IC_50_ > 1X. Samples were run in triplicate and experiments were repeated for at least n = 3; then, the IC_50_ values were averaged for each combination. Cells were treated for 72 h and it was then determined whether there was greater efficacy using drug combinations as compared to individual agents [18]. Invasion assays were then performed on the cell lines with inhibitory concentrations of synergistic drug combinations at which 70% of SK-UT-1B and SK-LMS-1 cells were viable (IC_30_). The IC_30_ concentration was used with the intention of inducing moderate cytotoxicity while maintaining sufficient cell viability for analysis of cellular phenotypes. The IC_30_ of each drug in the combination was determined using the IC_50_ of the combination and was less than the IC_30_ concentration of each individual agent. The coefficient of the IC_50_ of the combination was divided by the number of agents in the combination (either 2 or 3). Then, this new value was multiplied by the original IC_50_ of the drug, yielding a new IC_50_. This value was then used along with the hillslope of the combination dose–response curve to yield the IC_30_ for each individual drug in the combination therapy. 

### 2.3. Transwell Invasion Assays 

Invasion assays were performed in 24-well transwell chambers (Corning, Corning, NY, USA) as previously described [13]. Falcon transparent cell culture inserts (Corning, 8 µm pore size) were coated with growth-factor reduced, phenol red-free Matrigel^TM^ (Corning) mixed with media at a final concentration of 0.3 mg/mL (thick coating) and incubated for two hours at 37 °C. SK-UT-1B and SK-LMS-1 cells were serum-starved for 4 h before resuspension in serum-reduced media (0.1% FBS) at the IC_30_ concentration of MK-0752, each chemotherapeutic agent alone (docetaxel, doxorubicin, or gemcitabine), MK-0752 in combination with the chemotherapeutic agents, or DMSO, and added to the upper compartment. Chemoattractant medium (10% FBS) was added to the lower compartment with each respective agent to maintain a homogenous concentration of the agent(s) between chambers. After 72 h, cells on the undersurface of the membrane were fixed with 4% paraformaldehyde (PFA) and rinsed with phosphate-buffered saline (PBS). The membrane was excised with a scalpel, mounted on a glass slide with Vectashield containing 40, 6-diamidino-2-phenylindole (DAPI, Vector, Burlingame, CA, USA), and a coverslip was placed on top. Slides were imaged using the Keyence BZ-X710 All-in-One Fluorescent Microscope (Keyence, Osaka, Japan) at 10× magnification. Two independent observers counted the total number of cells on the undersurface of each membrane using ImageJ Fiji Version 2.1.0/1.53c [19]. Relative invasion for each treatment was represented as the number of cells present on the undersurface of the Matrigel layer normalized to those in the DMSO vehicle control. Additional comparisons between treatments were made. A schematic of the transwell invasion assay is demonstrated in Figure 1A, along with representative images of the DAPI-stained undersurface of the membrane for MK-0752 with gemcitabine and docetaxel compared to the DMSO control for SK-UT-1B (Figure 1B) and SK-LMS-1 (Figure 1C).

### 2.4. Cell Cycle Analysis

SK-UT-1B and SK-LMS-1 cells were serum-starved for 4 h and then treated with the DMSO vehicle control, IC_30_ concentration of MK-0752 alone, or MK-0752 in combination with chemotherapeutic agents that had decreased cellular invasion in the invasion assays. After 72 h, cells were harvested and fixed using 70% ethanol. For cell cycle analyses, fixed cells were stored at −20 °C for up to 2 weeks. Fixed cells were stained with a solution containing 50 μg/mL propidium iodide (Sigma Aldrich, St. Louis, MO, USA) and flow cytometry was performed [20]. After incubation at room temperature, cell cycle flow cytometry was performed on a BD LSR II flow cytometer. FloJo v10.9.0 was used for data analysis.

### 2.5. Cellular Proliferation

Using a similar protocol to the one used for cell cycle flow cytometry, a proliferation assay was also performed. Immediately after harvesting, anti-Hu Ki-67 antibody (0.06 μg/test) (RRID: AB_10687464) (Invitrogen, Carlsbad, CA, USA) was added to the cells. After incubation at room temperature for 30 min, Ki-67 flow cytometry was performed on a BD LSR II flow cytometer. FloJo v10.9.0 was used for data analysis.

### 2.6. Reverse Transcription—Quantitiative PCR

SK-UT-1B and SK-LMS-1 cells were serum-starved for 4 h and then treated with the DMSO vehicle control, IC_30_ concentration of MK-0752 alone, or MK-0752 in combination with gemcitabine and docetaxel. After 72 h, cells were harvested, and total RNA was isolated with the RNeasy Plus Mini Kit (Qiagen, Germantown, MD, USA). RNA was reverse-transcribed into cDNA using qScript cDNA Supermix (Quanta Bio, Beverly, MA, USA). After amplification, relative *HES1* expression was determined by qPCR with QuantiNova SYBR Green PCR Kit (Qiagen, Germantown, MD, USA) using gene-specific primers for *HES1* (Forward, 5′-AAAGATAGCTCGCGGCATTC-3′; Reverse, 5′-AGGTGCTTCACTGTCATTTCCA-3′) and 18s rRNA as the housekeeper (Forward, 5′CCGGGCTTCTATTTTGTTGGT-3′; Reverse, 5′-AGGTGCTTCACTGTCATTTCCA-3′). 

### 2.7. RNA Sequencing

Treatments that resulted in a decrease in *HES1* expression relative to DMSO vehicle control were selected for bulk RNA sequencing at Albert Einstein College of Medicine Epigenomics Shared Facility. Total RNAs were quantified by Qubit (Invitrogen, Carlsbad, CA, USA) and RNA quality was assessed by Fragment Analyzer (Advanced Analytical Technologies, Inc., Orangeburg, NY, USA). Purified total RNA was used to prepare libraries following the protocol using Qiaseq Stranded RNA Library Kit with UDI and QIAseq FastSelect -rRNA HMR Kit (Qiagen Inc., Germantown, MD, USA) for Illumina sequencing. Libraries were quality-controlled using fluorometric quantitation (Qubit; Invitrogen, Carlsbad, CA, USA), Agilent 2100 bioanalyzer (Agilent, Santa Clara, CA, USA), and QPCR (Roche Light Cycler, Roche Diagnostics, Basel, Switzerland). RNASeq libraries were multiplexed and sequenced as 1 × 75 bp single end on NEXTSEQ 500 (Illumina, San Diego, CA, USA) following standard protocols. 

The sequencing files of each sample in FASTQ format were trimmed for adaptors using trim galore v0.3.7. Trimmed fastq files were then aligned against human genome hg38 using STAR aligner v2.7.9a. Ribosomal RNA was detected and removed using SortMeRNA v4.3.4. Aligned sequencing data were then converted to gene count matrices using STAR. Differential analyses were performed using R package DESeq2 v1.42.0. Differentially expressed genes were identified as those with log2FC ≥ |1| and adjusted *p* value (*p* adj) < 0.05. Gene set enrichment analysis was conducted using R package fgsea v1.28.0 against KEGG database. Heatmaps were generated using R package heatmap v1.0.12.

### 2.8. Statistical Analysis

Medians were compared using the Mann–Whitney U test. Data are presented as medians with interquartile ranges (IQRs) and reported as fold changes with *p* values. Statistical analyses were performed using GraphPad Prism Version 9.0. Statistical significance was defined as *p* < 0.05.

## 3. Results

### 3.1. Combination of MK-0752 and Chemotherapeutics Decreases uLMS Cell Viability

After exposure of uLMS cell lines to individual or combination agents for 72 h, half-maximal inhibitory concentrations (IC_50_) were determined using an MTT assay. There was a decrease in cell viability in SK-UT-1B and SK-LMS-1 with increasing doses of all of the individual agents (Table 1) and combination agents (Table 2); however, not all combinations were synergistic. The IC_50_ values were then used with the hillslope of the curves to calculate the IC_30_ concentrations for each treatment condition. Representative dose–response curves identifying the IC_50_ are presented in Figure 2. Exposure of SK-UT-1B cells to the individual agents yielded an IC_50_ of 4.02 × 10^1^ µM and IC_30_ of 3.66 × 10^1^ µM for MK-0752 (Figure 2A, Table 1), an IC_50_ of 7.10 × 10^−3^ µM and IC_30_ of 3.70 × 10^−3^ µM for doxorubicin (Figure 2B, Table 1), an IC_50_ of 5.50 × 10^−5^ µM and IC_30_ of 2.40 × 10^−4^ µM for docetaxel (Table 1), and an IC_50_ of 2.00 × 10^−3^ µM and IC_30_ of 1.40 × 10^−3^ µM for gemcitabine (Table 1). 

Exposure of SK-LMS-1 cells to the individual agents yielded an IC_50_ of 1.35 × 10^2^ µM and IC_30_ of 8.12 × 10^1^ for MK-0752 (Figure 2D, Table 1), an IC_50_ of 3.01 × 10^−1^ µM and IC_30_ of 2.80 × 10^−1^ µM for doxorubicin (Figure 2E, Table 1), an IC_50_ of 1.00 × 10^−2^ µM and IC_30_ of 8.70 × 10^−3^ µM for docetaxel (Table 1), and an IC_50_ of 6.00 × 10^−2^ µM and IC_30_ of 2.00 × 10^−2^ µM for gemcitabine (Table 1). 

The diagonal method was then used to determine the relationship between MK-0752 and docetaxel, doxorubicin, or gemcitabine as synergistic, antagonistic, or additive for each cell line. Using this method, we determined the IC_50_ of the combination agents. For combinations with synergism, IC_30_ values were calculated and shown in Table 2. Exposure of SK-UT-1B to the combination of MK-0752 and gemcitabine yielded an IC_50_ of 1.05X, deeming it an antagonistic relationship (Table 2). In contrast, exposure of SK-UT-1B to MK-0752 and doxorubicin yielded an IC_50_ of 0.07X, deeming it a synergistic combination (Figure 2C, Table 2). The IC_30_ of each drug from this combination was 7.30 × 10^−1^ µM for MK-0752 and 1.00 × 10^−4^ µM for doxorubicin (Table 2). Exposure of SK-UT-1B cells to MK-0752, gemcitabine, and docetaxel yielded an IC_50_ of 0.70X, demonstrating synergism. The IC_30_ of each agent was 5.04 µM for MK-0752, 2.50 × 10^−5^ µM for gemcitabine, and 6.92 × 10^−5^ for docetaxel (Table 2). Exposure of SK-UT-1B to MK-0752 and docetaxel was not reproducible.

Exposure of SK-LMS-1 to MK-052 and docetaxel yielded an IC_50_ of 0.80X, deeming it a synergistic combination (Table 2). The IC_30_ of the individual drugs from this combination was 1.35 × 10^1^ µM for MK-0752 and 1.20 × 10^−3^ µM for docetaxel (Table 2). Exposure of SK-LMS-1 to MK-0752 and doxorubicin yielded an IC_50_ of 0.80X, which was another synergistic relationship (Figure 2F, Table 2). The IC_30_ of the individual drugs from the combination was 3.09 × 10^1^ µM for MK-0752 and 6.90 × 10^−2^ µM for doxorubicin (Table 2). Exposure of SK-LMS-1 to MK-0752 and gemcitabine yielded an IC50 of 0.30X, demonstrating synergism (Table 2). The IC_30_ of the individual drugs from this combination was 8.12 µM for MK-0752 and 3.50 × 10^−3^ µM for gemcitabine (Table 2). Since gemcitabine and docetaxel are used together in clinical practice, MK-0752 was combined with these two agents and this combination yielded an IC_50_ of 0.50X (Table 2). The IC_30_ of each agent from this regimen was 8.03 µM for MK-0752, 3.30 × 10^−4^ µM for gemcitabine, and 6.70 × 10^−4^ µM for docetaxel (Table 2). 

The IC_30_ concentrations of each agent from the synergistic combinations (Table 2) were lower doses than the IC_30_ concentrations for each individual agent (Table 1), and these lower doses were used for the invasion assays, cell cycle analyses, proliferation assays, and RNA sequencing.

### 3.2. Exposure to Combinations of MK-0752 and Chemotherapeutics Impacts uLMS Cellular Invasion

The invasion of cancer cells into surrounding tissues is one of the hallmarks of cancer metastasis. To determine if combinations of MK-0752 and chemotherapeutics decreased cellular invasion in uLMS cells, we assessed invasion after 72 h of exposure to individual or combination agents compared to the DMSO equivalent at the IC_30_ concentrations (Table 1 and Table 2). For SK-UT-1B, invasion was similar when SK-UT-1B cells were exposed to the IC_30_ concentration of MK-0752, docetaxel, doxorubicin, and gemcitabine, compared to the DMSO equivalent (Figure 3A). There was also no difference in cellular invasion when SK-UT-1B cells were exposed to the combination of MK-0752 and doxorubicin. In contrast, cellular invasion was decreased 2.1-fold (*p* < 0.05) when SK-UT-1B cells were exposed to the IC_30_ of MK-0752, gemcitabine and docetaxel compared to the equivalent DMSO control (Figure 3B). However, there was no significant difference in relative cellular invasion when single-agent treatments were compared to combination treatments in SK-UT-1B (Table 3).

For SK-LMS-1, invasion was similar when cells were exposed to the IC_30_ concentration of individual agents MK-0752, docetaxel, doxorubicin, and gemcitabine for 72 h compared to the DMSO equivalent (Figure 4A). Cellular invasion was also similar when SK-LMS-1 cells were exposed to the combination of MK-0752 and gemcitabine. Cellular invasion was significantly decreased 1.2-fold (*p* < 0.05) with exposure of SK-LMS-1 to the IC_30_ of MK-0752 and docetaxel, 2.2-fold (*p* < 0.05) with exposure to MK-0752 and doxorubicin, and 1.7-fold (*p* < 0.05) with exposure to MK-0752, gemcitabine, and docetaxel compared to the DMSO equivalent (Figure 4B). Further, there was a significant decrease in relative invasion (fold change: 0.47, *p* < 0.05) when SK-LMS-1 cells were treated with MK-0752, gemcitabine, and docetaxel, compared to the combination of MK-0752 with gemcitabine. However, there was no significant difference in relative invasion when the other single or combination treatments were compared to their respective combination treatments (Table 3).

### 3.3. Treatment of uLMS Cells with MK-0752 or MK-0752 in Combination with Chemotherapeutic Agents Affects the Cell Cycle 

Using flow cytometry with PI detection, analysis of the cell cycle was performed after exposure of SK-UT-1B and SK-LMS-1 cells to the IC_30_ of MK-0752 alone, or the IC_30_ combinations of MK-0752 and chemotherapeutic agents that decreased cellular invasion, or the equivalent volume of DMSO vehicle control for 72 h (Figure 5 and Figure 6). To understand whether increased apoptosis could have contributed to the decreased cellular invasion we observed, we determined the percentage of cells in the sub-gap 1 (G1) population. 

For SK-UT-1B (Figure 5), treatment with MK-0752 alone increased the sub-G1 population by 1.4-fold (*p* < 0.01). Combination therapy with MK-0752, gemcitabine, and docetaxel also increased this population by 4.5-fold (*p* < 0.01). For SK-LMS-1 (Figure 6), treatment with MK-0752 alone increased the sub-G1 cell population by 2.7-fold (*p* < 0.01), MK-0752 and doxorubicin by 2.1-fold (*p* = 0.01), MK-0752 and docetaxel by 2.4-fold (*p* < 0.01), and MK-0752, gemcitabine, and docetaxel by 1.8-fold (*p* < 0.01). We found that all treatments increased the apoptotic sub-G1 cell population, suggesting that a proportion of the cells surviving after treatment are in the process of experiencing cell death. 

We then assessed whether exposure of uLMS cells to MK-0752 and/or chemotherapeutic agents impacted other phases of the cell cycle, G1, synthesis (S), and gap 2/mitosis (G2/M) phases. For SK-UT-1B (Figure 5), the percentage of cells in the G1 phase decreased when cells were treated with MK-0752 (1.2-fold, *p* < 0.01) or MK-0752, gemcitabine, and docetaxel (1.7-fold, *p* = 0.02). There was a modest increase in the percentage of SK-UT-1B cells in the S phase after treatment with MK-0752 (1.1-fold, *p* = 0.04) or with MK-0752, gemcitabine, and docetaxel (1.6-fold, *p* = 0.04). Compared to the vehicle control, there was no statistical difference in the percentage of SK-UT-1B cells in the G2/M phase after exposure to MK-0752 (*p* = 0.48) or the combination of MK-0752, gemcitabine, and docetaxel (*p* = 0.24).

For SK-LMS-1 (Figure 6), the percentage of cells in the G1 phase was decreased when cells were treated with MK-0752 and doxorubicin (1.7-fold, *p* < 0.01) or MK-0752 and docetaxel (1.3-fold, *p* < 0.01), but were unchanged when treated with MK-0752 alone (*p* = 0.07) or the combination of MK-0752, gemcitabine, and docetaxel (*p* = 0.48). The percentage of cells in the S phase increased after treatment of SK-LMS-1 cells with MK-0752 (1.2-fold, *p* = 0.04), MK-0752 and docetaxel (1.5-fold, *p* = 0.04), or MK-0752, gemcitabine, and docetaxel (1.3-fold, *p* = 0.02), but were unchanged after treatment with MK-0752 and doxorubicin (*p* = 0.26). Treatment of SK-LMS-1 cells with MK-0752 and doxorubicin increased the number of cells in the G2/M phase by 3.8-fold (*p* < 0.01), whereas treatment with MK-0752, gemcitabine, and docetaxel decreased the percentage of cells in G2/M by 1.2-fold (*p* = 0.02) and treatment with MK-0752 alone (*p* = 0.10) or MK-0752 and docetaxel (*p* = 1.0) had no impact on G2/M. 

### 3.4. Treatment of uLMS Cells with MK-0752 Decreases Proliferation Only in the SK-LMS-1 Cell Line

To assess changes in proliferation in surviving uLMS cells after exposure of cells to the IC_30_ of MK-0752 and chemotherapeutic combinations that were synergistic and decreased cellular invasion, Ki-67 expression was analyzed using flow cytometry. SK-UT-1B and SK-LMS-1 cells were exposed to the IC_30_ of MK-0752 alone, MK-0752 + doxorubicin, MK-0752 + docetaxel, MK-0752 + gemcitabine + docetaxel, and the equivalent volume of DMSO for 72 h. There were no changes in proliferation after any treatment in the SK-UT-1B cell line (Table 4). In the SK-LMS-1 cell line, there was a significant decrease in proliferation with exposure to MK-0752 alone (fold change 0.63, *p* < 0.01, Table 4).

### 3.5. Treatment with MK-0752 Alone and in Combination with Chemotherapeutics Yields Significant Changes in Differentially Expressed Genes

To determine global changes in gene expression, we performed bulk RNA sequencing on SK-UT-1B cells treated with the combination of MK-0752 with gemcitabine and docetaxel as well as SK-LMS-1 cells treated with MK-0752 alone and in combination with gemcitabine and docetaxel. These respective treatments for SK-UT-1B and SK-LMS-1 were chosen for RNA sequencing because they showed a decrease in HES1 expression by qPCR. 

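RNA was sequenced from 12 libraries of SK-UT-1B and SK-LMS-1, both established uLMS cell lines. MK-0752 inhibits gamma secretase, the protease complex that releases the active fragment of the Notch receptors. Gemcitabine is a nucleoside analog that blocks DNA synthesis, and docetaxel is a taxane that stabilizes microtubules. SK-UT-1B cells were exposed for 72 h to DMSO (libraries 4-1 and 4-2) or to the combination of MK-0752 (5.04 µM), gemcitabine, and docetaxel at the IC30 concentrations of Table 2 (libraries 3-1 and 3-3). SK-LMS-1 cells were exposed for the same time to MK-0752 alone at its IC30 of Table 1 (libraries 2-2 and 2-3) or to the combination with 8.03 µM MK-0752, 0.00033 µM gemcitabine, and 0.00067 µM docetaxel (libraries 4-1 and 4-2). SK-LMS-1 has 4 DMSO libraries, 2-1 and 2-3 (DMSO set 2) and 4-1 and 4-2 (DMSO set 4). The authors prepared stranded libraries from ribosome-depleted RNA, sequenced single-end reads, trimmed adaptors, aligned the reads to hg38 with STAR, and removed ribosomal RNA with SortMeRNA. They deposited the number of reads that STAR counted on each gene, without normalization. The paper's text does not name the gene annotation, the strand setting of the counts, or a removal of duplicate reads, so values of overlapping genes are reported as uncertain.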

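Between 25250057 and 40709885 reads per library were counted on genes. In SK-UT-1B, the totals were 26526080 and 34452037 after DMSO and 30958801 and 25250057 after the combination of MK-0752, gemcitabine, and docetaxel. In SK-LMS-1, they were 37268959 and 29576067 in DMSO set 2 and 25585105 and 40709885 in DMSO set 4. They were 37396942 and 38249963 after MK-0752 and 36224665 and 25900176 after the combination. Many genes had 0 counts in a library although the other libraries of the same line covered them. Among genes with 5 to 500 counts expected from those libraries, 17.6% to 34.5% had 0 counts in a given library, while Poisson sampling of the counts gives 0.0234% to 0.0374%. If every RNA molecule was read equally often, these shares correspond to 11.0 to 28.1 reads per molecule. On simulated libraries with 1, 10, 20, and 30 reads per molecule, the same estimate gave 2.75, 11.3, 21.2, and 31.5. Between the 2 libraries of a group, 54 to 845 genes had 0 counts in one and at least 50 in the other.

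**Figure D1:**
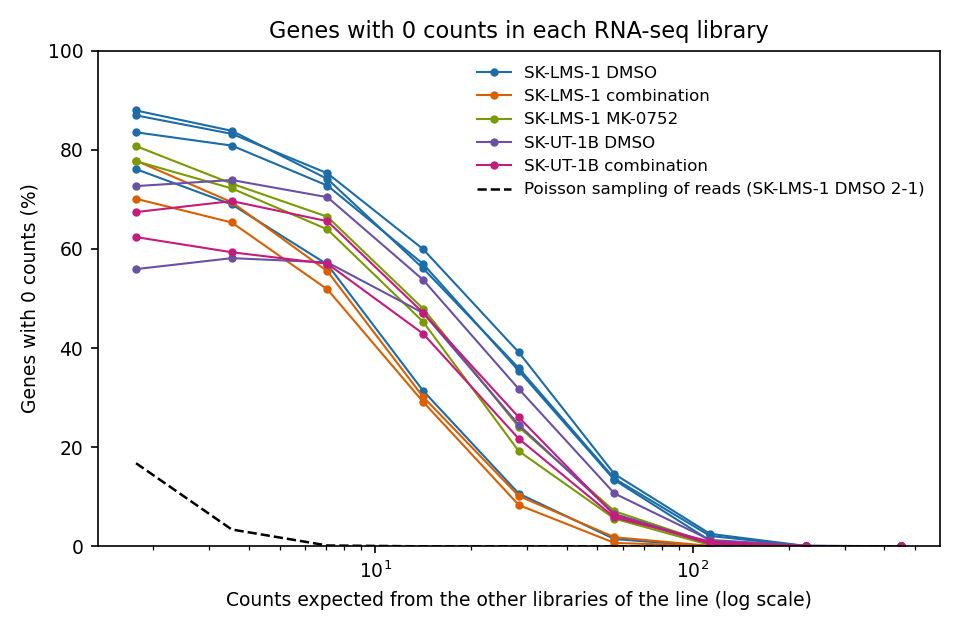
Share of genes with 0 counts (%) in each of the 12 libraries, against the counts expected from the other libraries of the same cell line (log scale); each line joins the gene bins of 1 library, and the dashed line is the share from Poisson sampling of the reads of the SK-LMS-1 DMSO 2-1 library. Among genes with 5 to 500 expected counts, the libraries have 17.6% to 34.5% of genes at 0, against at most 0.0374% from Poisson sampling.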

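Differential expression was tested with edgeR's quasi-likelihood model on all 12 libraries in 6 groups of 2, with TMM normalization, for the 21114 of 60649 genes that passed filterByExpr. As in the paper, differentially expressed genes had an absolute log2FC of at least 1 and an adjusted p under 0.05 (Benjamini-Hochberg). The paper tested with DESeq2, so its numbers of genes and those here come from different tools. The paper's text does not say which SK-LMS-1 DMSO libraries served as the control of each treatment. MK-0752 was therefore compared with DMSO set 2 and the combination with DMSO set 4, by the shared first number of the libraries. Normalized expression is given as CPM, the counts of a gene scaled to a common library size. A gene with at most 3 counts in both libraries of a group was treated as not detectable there, which corresponds to 0.0777 to 0.123 CPM, and its fold change is given as a lower bound. Such bounds cover counting error only, since reads without molecular identifiers are not independent molecules. By the estimate of 11.0 to 28.1 reads per molecule, 3 counts fall short of a molecule. Where few molecules were counted, an "at least" value is therefore a bound for reads and not for the RNA.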

The treatment of SK-UT-1B with MK-0752 alone was excluded due to no change in HES1 expression. 

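Figure 8D names 20 genes for SK-UT-1B after the combination, Figure 8E names 20 for SK-LMS-1 after MK-0752, and Figure 8F names 19 for SK-LMS-1 after the combination. In 20, 20, and 13 of them, respectively, both libraries of the lower group were at or under 3 counts. Dividing the mean count of the higher group by the reads per molecule of each library left fewer than 10 molecules for 20, 19, and 13 of these genes. With edgeR's quasi-likelihood test, 8, 2, and 4 of them were differentially expressed. With DESeq2, the tool of the paper, on all 12 libraries, 20, 20, and 19 were. That setting was chosen after the data were examined. In SK-UT-1B, TLE4 (ENSG00000106829.20) had 93 and 55 counts in the DMSO libraries and 0 in both combination libraries, at least 24.8-fold lower (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 7.21e-06). ZNF501 (ENSG00000186446.12) had 215 counts in the combination library 3-1 and 0 in 3-3 and in both DMSO libraries (adjusted p = 0.222 from the same edgeR test). Its mean was at least 32.0-fold higher after the combination and rests on library 3-1. In SK-LMS-1 after MK-0752, KISS1 (ENSG00000170498.9) had 675 and 315 counts in DMSO set 2 and 0 in both treated libraries, at least 186-fold lower (edgeR adjusted p = 0.000396). ATP2A1 (ENSG00000196296.14), which overlaps RABEP2 on the other strand, had 0 counts in DMSO set 2 and 84 and 70 after MK-0752, at least 21.9-fold higher (edgeR adjusted p = 0.495). In SK-LMS-1 after the combination, NOTCH3 (ENSG00000074181.9) had 94 and 165 counts in DMSO set 4 and 0 in both treated libraries, at least 37.9-fold lower (edgeR adjusted p = 0.907). The treated libraries had 11.0 and 12.0 reads per molecule, so 3 counts fall short of a molecule and this bound holds for reads only.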

Gene expression changes were observed in all treatments (Figure 8D–F). Treatment with the combination of MK-0752, gemcitabine, and docetaxel relative to DMSO elicited 287 up- and 172 downregulated differentially expressed genes in SK-UT-1B cells (*p* adj < 0.05 and log2FC ≥ |1|). 

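In SK-UT-1B, 83 genes were upregulated and 35 were downregulated after the combination at these thresholds. An unadjusted p under 0.05 was found for 2214 of the 21114 genes. With no filter beyond 1 count, 259 genes were up- and 161 downregulated. With only the 4 libraries of the comparison in the model, 0 genes were up- and 0 downregulated, with 1245 genes at an unadjusted p under 0.05. DESeq2, the tool of the paper, gave 287 and 171 on all 12 libraries in 6 groups, a setting chosen after the data were examined. For 67 of the 118 genes differentially expressed with edgeR, the higher group held fewer than 10 molecules per library by the estimate from genes at 0 counts. The genes described here are those with the highest and lowest log2FC among genes with at least 100 counts in the higher group and no overlap between the libraries of the groups. CXCR4 (ENSG00000121966.7) lies on chromosome 2 of hg38 from 136114349 to 136119177 and encodes a chemokine receptor. It rose from 0.225 ± 0.318 to 28.7 ± 14.5 CPM (SD, n = 2), a log2FC of 7.04 (standard error 1.11, adjusted p = 0.00366 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2FC ranged from 5.98 to 12.88 with 1 library left out in turn, the highest without DMSO 4-1, since DMSO 4-2 had 0 counts. ZFHX4 (ENSG00000091656.19) rose from 0.272 ± 0.140 to 4.60 ± 3.74 CPM, a log2FC of 4.03 (standard error 0.66, edgeR adjusted p = 0.0422), which was 2.74 without the combination library 3-1. FKBP9P1 (ENSG00000176826.15), a transcribed pseudogene whose reads the counting could have split with related genes, was at least 43.7-fold higher (edgeR adjusted p = 0.000969), with 249 and 34 counts after the combination and 0 and 1 after DMSO.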

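THBS1 (ENSG00000137801.11), on chromosome 15 of hg38 from 39581079 to 39599466, encodes thrombospondin 1 and overlaps FSIP1 on the other strand. It fell from 4.12 ± 0.0993 to 0.354 ± 0.152 CPM after the combination, a log2FC of -3.58 (standard error 0.25, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 9.61e-08), with values from -4.05 to -3.18 when 1 library was left out. NCAM1 (ENSG00000149294.17) fell from 3.66 ± 2.36 to 0.564 ± 0.246 CPM, a log2FC of -2.64 (standard error 0.42, edgeR adjusted p = 0.00467), which was -1.80 without DMSO 4-1. MGLL (ENSG00000074416.15), which overlaps KBTBD12 and SEC61A1 on the other strand, fell from 3.94 ± 2.41 to 0.295 ± 0.317 CPM. Its log2FC was -3.59 (standard error 0.60, edgeR adjusted p = 0.0391) and -5.71 without the combination library 3-1.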

Treatment of SK-LMS-1 cells with MK-0752 resulted in the significant upregulation of 62 and downregulation of 115 differentially expressed genes (*p* adj < 0.05 and log2FC ≥ |1|) and treatment with the combination of MK-0752, gemcitabine, and docetaxel resulted in 47 up- and 12 downregulated differentially expressed genes (*p* adj < 0.05 and log2FC ≥ |1|). Thus, the greatest changes in gene expression occurred in SK-UT-1B cells after exposure to MK-0752, gemcitabine, and docetaxel.

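In SK-LMS-1, 12 genes were upregulated and 41 downregulated after MK-0752 relative to DMSO set 2 with edgeR, and 1354 genes had an unadjusted p under 0.05. DESeq2 on all 12 libraries in 6 groups, chosen after the data were examined, gave 62 and 115 after MK-0752 and 47 and 12 after the combination. After the combination, edgeR found 3 genes upregulated and 2 downregulated relative to DMSO set 4, with 914 genes at an unadjusted p under 0.05. Between the DMSO sets, without any drug, 1197 genes had such a p, so the 914 are no excess over untreated libraries. With all 4 DMSO libraries as the control, 30 genes rather than 12 were upregulated after MK-0752, and 1 rather than 2 was downregulated after the combination. The 3 genes upregulated and 1 downregulated after the combination with that control shared 2 genes, IGFBP5 and HES1, with the 5 found relative to DMSO set 4. TXNIP (ENSG00000265972.6), on chromosome 1 of hg38 from 145992435 to 145996579, rose from 9.83 ± 1.82 CPM in DMSO set 2 to 678 ± 56.9 CPM after MK-0752 (SD, n = 2). This was the largest increase among the genes chosen by level, a log2FC of 6.10 (standard error 0.34, adjusted p = 4.79e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ANGPTL4 (ENSG00000167772.12) had a log2FC of 4.16 (standard error 0.83, edgeR adjusted p = 0.0316), which was 5.81 without DMSO 2-3, and ARRDC4 (ENSG00000140450.9) had 2.71 (standard error 0.44, edgeR adjusted p = 0.00613). LINC00707 (ENSG00000238266.2), a long noncoding RNA, fell from 14.4 ± 2.31 to 0.661 ± 0.102 CPM, a log2FC of -4.43 (standard error 0.78, edgeR adjusted p = 0.0148).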

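The genes differentially expressed after the combination in SK-LMS-1 were IGFBP5, FAXC, and MAP2K6 (higher) and HES1 and GNAO1 (lower). IGFBP5 (ENSG00000115461.5) rose from 86.6 ± 6.12 CPM in DMSO set 4 to 217.4 ± 11.6 CPM, a log2FC of 1.33 (standard error 0.17, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00409). Relative to DMSO set 2, its log2FC was 0.88 (edgeR adjusted p = 0.214). GNAO1 (ENSG00000087258.16) fell from 9.77 ± 1.10 to 1.82 ± 0.141 CPM, a log2FC of -2.42 (standard error 0.41, edgeR adjusted p = 0.0491). With all 4 DMSO libraries as the control, the log2FC of GNAO1 was -1.96 (edgeR adjusted p = 0.102), and the edgeR adjusted p was 0.00361 for IGFBP5, 0.0228 for HES1, 0.157 for FAXC, and 0.100 for MAP2K6. FAXC (ENSG00000146267.12) and MAP2K6 (ENSG00000108984.15) had 0 counts in both libraries of DMSO set 4 and were at least 21.8-fold and at least 10.4-fold higher after the combination (edgeR adjusted p = 0.0491 and 0.0227). In combination libraries 4-1 and 4-2, FAXC had 48 and 71 counts and MAP2K6 51 and 13, so the value of MAP2K6 rests more on library 4-1. In DMSO set 2, they had 1.74 ± 0.256 and 0.928 ± 0.390 CPM, against 2.18 ± 1.04 and 1.03 ± 0.706 CPM after the combination, so neither difference from DMSO set 2 exceeded the spread between libraries.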

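The combination's effect was compared between the lines with a contrast of both log2FC in one edgeR model. The doses of the combination differed between the lines, so the contrast cannot tell line from dose. This difference between SK-UT-1B and SK-LMS-1 had a log2 value of at least 1 and an adjusted p under 0.05 in 31 genes that rose more in SK-UT-1B and 18 that rose less, with 1619 genes at an unadjusted p under 0.05. Within SK-LMS-1, the effects of MK-0752 alone and of the combination differed in 8 genes, 1 with a higher and 7 with a lower log2FC after MK-0752, with 1094 genes at an unadjusted p under 0.05. The numbers of differentially expressed genes themselves were not compared by a test. Between the SK-LMS-1 DMSO sets, without any drug, 0 genes were higher and 0 lower in set 4, while 1197 genes had an unadjusted p under 0.05, more than the 1094 between the treatments.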

### 3.6. Cytotoxic Treatment Has Limited Effects on the Differences in Gene Expression and Altered Pathways in uLMS Cells between SK-LMS-1 and SK-UT-1B

To determine global changes in gene expression and identify altered pathways in uLMS cells, we performed bulk RNA sequencing on SK-UT-1B cells and SK-LMS-1 cells after exposure to the DMSO vehicle control or combination of MK-0752, gemcitabine, and docetaxel. The hematopoietic cell lineage, complement and coagulation cascade, focal adhesion, and ECM receptor interaction pathways had higher expression in SK-LMS-1 relative to SK-UT-1B cells both after exposure to DMSO control and combination therapy (Figure 7A,B). 

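Pathways were tested with fgsea on 22 gene lists written by hand before the data were examined to stand for the pathways the paper names and for others, since the KEGG collection itself was not used here. Genes were ranked by the signed square root of edgeR's F, and p was adjusted over the 22 lists of a comparison. SK-LMS-1 was compared with SK-UT-1B after DMSO, with all 4 SK-LMS-1 libraries, and after the combination. The normalized enrichment score (NES) of hematopoietic cell lineage was 2.00 after DMSO (fgsea, Benjamini-Hochberg adjusted p = 2.25e-05) and 2.01 after the combination (fgsea adjusted p = 5.87e-06), with 37 and 36 of its 49 tested genes higher in SK-LMS-1. Complement and coagulation cascades had an NES of 2.08 (fgsea adjusted p = 1.71e-06) and 1.93 (fgsea adjusted p = 3.18e-05), with 33 and 35 of 40 genes higher. Focal adhesion, with 174 genes, had an NES of 2.02 (fgsea adjusted p = 5.86e-09) and 1.92 (fgsea adjusted p = 1.1e-08), with 116 and 123 genes higher. For ECM receptor interaction, the NES was 1.94 (fgsea adjusted p = 2.25e-05) and 1.93 (fgsea adjusted p = 3.46e-06), with 49 and 47 of 71 genes higher. Of the 7 alternatives, ranking by log2FC moved these lists most in the comparison after DMSO, with an adjusted p of 0.0346 for ECM receptor interaction. After the combination, the same ranking gave that list an adjusted p of 0.0588, over 0.05.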

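The spliceosome list, with 123 genes, had an NES of -2.41 after DMSO (fgsea, Benjamini-Hochberg adjusted p = 2.09e-10), with 97 genes lower in SK-LMS-1 than in SK-UT-1B. After the combination, its NES was -2.25 (fgsea adjusted p = 7.29e-08), with 91 genes lower. The DNA replication list, with 36 genes, had an NES of -2.43 after DMSO (fgsea adjusted p = 2.01e-07) and -1.96 after the combination (fgsea adjusted p = 0.000833), with 29 and 30 genes lower. Both lists were past the threshold in 6 of 7 alternatives in either comparison. Ranked by log2FC, they were not, with fgsea adjusted p of 0.294 and 0.187 after DMSO and 0.922 and 0.670 after the combination.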

The spliceosome and DNA replication pathways had lower expression in SK-LMS-1 relative to SK-UT-1B regardless of exposure (Figure 7A,B). 

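Between SK-LMS-1 and SK-UT-1B, 3584 genes were higher and 2978 lower in SK-LMS-1 after DMSO, and 3285 were higher and 2087 lower after the combination. When 1 of the 4 SK-LMS-1 DMSO libraries was left out in turn, 3588 to 3721 genes were higher and 3002 to 3308 lower. The 10 genes with the highest and the 10 with the lowest log2FC were taken among the differentially expressed genes of each comparison. Both sets of 20 held 11 genes, namely ADAMTS1, COL6A3, COL9A3, DKK1, EDN3, KIF1A, LOX, MYH14, PLBD1, SERPINB2, and SP9. Of the genes named in Figure 7C and 7D, 17 and 18 were in the corresponding set of 20. Most of these genes were not detectable in one of the lines, where the order of fitted log2FC depends on the prior count of the model. The number of shared genes was 11 with no filter beyond 1 count, with a mean count of at least 50, and with DESeq2 on the libraries of each comparison. It was 12 with DESeq2 on all 12 libraries, chosen after the data were examined, in 6 or 5 groups or with only DMSO set 2 or only DMSO set 4 as the SK-LMS-1 DMSO libraries. With only DMSO set 2, 20 genes of the set after DMSO are named in Figure 7C.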

When looking at gene expression, 13 of the 20 most differentially expressed genes between the two cell lines were the same whether exposed to DMSO or the combination treatment (Figure 7C,D). 

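Among collagen genes, COL6A3 (ENSG00000163359.17, chromosome 2 of hg38 from 237324003 to 237414328) had 0 counts in all SK-UT-1B libraries and 1780 ± 69.4 CPM in the SK-LMS-1 DMSO libraries (SD, n = 4). It was at least 19411-fold higher in SK-LMS-1 after DMSO and at least 16546-fold higher after the combination. COL12A1 (ENSG00000111799.22) was at least 13259-fold higher after DMSO and had a log2FC of 11.04 (standard error 0.34) after the combination, when SK-UT-1B had 34 and 8 counts, and 12.16 without the SK-UT-1B library 3-1. COL9A3 (ENSG00000092758.18), which overlaps TCFL5 on the other strand, was at least 1284-fold and at least 1028-fold lower in SK-LMS-1 after DMSO and the combination. The kinesin gene KIF1A (ENSG00000130294.18) and the myosin gene MYH14 (ENSG00000105357.19) were at least 1792-fold and at least 2108-fold lower after DMSO, and at least 1733-fold and at least 1617-fold lower after the combination. VANGL2 (ENSG00000162738.6) was at least 502-fold lower after DMSO and at least 982-fold lower after the combination. ADAMTS1 (ENSG00000154734.16) was at least 5315-fold and at least 5307-fold higher. MMP1 (ENSG00000196611.6) was at least 11739-fold higher after DMSO and had a log2FC of 9.84 (standard error 0.56) after the combination, which was 11.46 without the SK-UT-1B library 3-3. EDN3 (ENSG00000124205.18) was at least 2306-fold lower after DMSO and at least 2781-fold lower after the combination. NRP1 (ENSG00000099250.18) had a log2FC of 11.27 (standard error 0.89) after DMSO, which was 18.62 without the SK-UT-1B DMSO library 4-2, where its 44 counts lie, and was at least 20092-fold higher after the combination. Across these 20 values, the Benjamini-Hochberg adjusted p from edgeR's quasi-likelihood test lay between 2.69e-17 and 0.000165.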

There are differences in multiple collagen genes (*COL6A3*, *COL9A3*, *COL12A1*), motor protein genes (*KIF1A*, *MYH14*), matrix metalloproteinase genes (*VANGL2*, *ADAMTS1*, *MMP1*), and angiogenesis genes (*EDN3*, *NRP1*), suggesting that many of the differentially expressed genes between the two uLMS cell lines are related to the morphologic differences between them.

### 3.7. MK-0752 Exposure Decreases Cell Cycle and DNA Replication Pathway Activity

Pathway analysis was performed on SK-UT-1B cells treated with the combination of MK-0752 with gemcitabine and docetaxel (Figure 8A) as well as SK-LMS-1 cells treated with MK-0752 alone (Figure 8B) and in combination with gemcitabine and docetaxel (Figure 8C). 

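In SK-UT-1B after the combination, the Notch signaling list had an NES of 1.52 (fgsea, Benjamini-Hochberg adjusted p = 0.0326), with 25 of 43 genes higher and 18 lower. Fry, a set test that keeps the correlation between genes, gave it an adjusted p of 0.0427. The allograft rejection list, which stands for the immune-related pathways, had an NES of 1.88 (fgsea adjusted p = 0.00155), with 11 of 19 genes higher and 4 lower, and was past the threshold in 4 of 7 alternatives. Other lists with immune genes did not rise. The NES was -1.22 for hematopoietic cell lineage (fgsea adjusted p = 0.154) and -1.05 for complement and coagulation cascades (fgsea adjusted p = 0.452). DNA replication had an NES of -2.40 (fgsea adjusted p = 1.09e-07), with 35 of 36 genes lower, and cell cycle had an NES of -2.31 (fgsea adjusted p = 3.12e-10), with 80 of 120 genes lower. Ranked by log2FC, fgsea gave an adjusted p of 1 for the Notch signaling and allograft rejection lists, with a negative NES for Notch signaling, and 0.308 for DNA replication and for cell cycle. Across the lists, 4 were higher and 11 lower after the combination in SK-UT-1B.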

Treatment of SK-UT-1B cells with MK-0752, gemcitabine, and docetaxel increased the KEGG Notch signaling pathway and immune-related pathways and decreased DNA replication and cell cycle pathways (Figure 8A). Both SK-UT-1B and SK-LMS-1 cells had decreases in the Parkinson’s disease and spliceosome pathways after exposure to combination therapy (Figure 8A,C). 

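In SK-UT-1B, the Parkinson's disease list had an NES of -2.43 after the combination (fgsea, Benjamini-Hochberg adjusted p = 2.47e-11), with 95 of 110 genes lower, and was past the threshold in 5 of 7 alternatives, with an adjusted p of 0.308 when genes were ranked by log2FC and 0.0816 under fry. The spliceosome list had an NES of -2.37 (fgsea adjusted p = 1.15e-10), with 97 of 123 genes lower, and was past the threshold in 6 of 7 alternatives, with 0.266 when ranked by log2FC. In SK-LMS-1 relative to DMSO set 4, the Parkinson's disease list had an NES of -1.34 (fgsea adjusted p = 0.0875), with 65 of 110 genes lower and 45 higher. It was past the threshold in 4 of 8 alternatives. Relative to DMSO set 2, a control chosen after the data were examined, its adjusted p was 0.693. The spliceosome list had an NES of -1.73 in SK-LMS-1 (fgsea adjusted p = 0.00121), with 72 of 123 genes lower and 51 higher, and was past the threshold in 6 of 8 alternatives. Whether a list changed differently in the lines was not tested.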

Treatment of SK-LMS-1 with MK-0752 alone showed increases in fatty acid and steroid metabolism pathways as well as ribosome pathways in SK-LMS-1 (Figure 8B). 

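After MK-0752 alone, fatty acid metabolism had an NES of 1.88 in SK-LMS-1 (fgsea, Benjamini-Hochberg adjusted p = 0.00343), with 23 of 32 genes higher. Biosynthesis of unsaturated fatty acids had an NES of 1.81 (fgsea adjusted p = 0.011), with 13 of 21 genes higher, and steroid biosynthesis had an NES of 1.81 (fgsea adjusted p = 0.00605), with 14 of 17 genes higher. The ribosome list had the highest NES of the 22 lists, 2.66 (fgsea adjusted p = 1.95e-12), with 65 of 79 genes higher. Each of the 4 lists was past the threshold in 6 of 8 alternatives, and ranked by log2FC the adjusted p was 0.988, 0.684, 0.988, and 0.449. Fry, which keeps the correlation between genes, called 0 lists after MK-0752. The ribosome list was also higher in DMSO set 4 than in set 2, without a drug, with an NES of 1.92 (fgsea adjusted p = 0.000544).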

Further, there were decreases in cell cycle, nucleotide metabolism and DNA replication pathways in SK-LMS-1 (Figure 8B). 

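In SK-LMS-1 after MK-0752, cell cycle had an NES of -2.17 (fgsea, Benjamini-Hochberg adjusted p = 1.44e-07), with 88 of 120 genes lower. Pyrimidine metabolism, which stands for nucleotide metabolism, had an NES of -1.87 (fgsea adjusted p = 0.000253), with 61 of 88 genes lower. The NES of DNA replication was -1.82 (fgsea adjusted p = 0.00586), with 29 of 36 genes lower. All 3 lists were past the threshold in 6 of 8 alternatives, but not under fry and not when ranked by log2FC, which gave an adjusted p of 0.387, 0.903, and 0.684.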

Treatment with the combination of MK-0752, gemcitabine, and docetaxel demonstrated no significant upregulation of any KEGG pathways in SK-LMS-1. 

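In SK-LMS-1 after the combination, 1 list was higher and 2 were lower than in DMSO set 4 at an fgsea adjusted p under 0.05. The higher list holds targets of the sterol regulator SREBP and is not a KEGG pathway, and no list that stands for a KEGG pathway was higher. Among those lists, steroid biosynthesis had the highest NES, 1.48 (fgsea, Benjamini-Hochberg adjusted p = 0.0875). The lower lists were spliceosome and replication-dependent histone genes, of which the latter is not a KEGG pathway either. These counts depend on the test, from 0 higher and 0 lower lists under fry to 3 and 12 when ranked by the DESeq2 Wald statistic.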

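In SK-LMS-1 after MK-0752 alone, the spliceosome list had an NES of -1.83 (fgsea, Benjamini-Hochberg adjusted p = 0.000148), with 78 of 123 genes lower and 45 higher. It was past the threshold in 6 of 8 alternatives, but not under fry, and its adjusted p was 1 when genes were ranked by log2FC.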

The spliceosome pathway was decreased in all treatment groups. 

### 3.8. Expression of Notch Pathway Effectors Is Decreased and Expression of Components of the Gamma Secretase Complex Are Increased after Exposure to the Combination of MK-0752 and Chemotherapeutic Agents

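Figure 9 shows 23 genes in each cell line. Values read by eye from each panel were compared with log2(CPM + 1) scaled to z-scores within each gene, by Pearson's r pooled over genes and libraries. The panel of SK-UT-1B matched all 4 SK-UT-1B libraries with 0.990. The panel of SK-LMS-1 shows 2 DMSO columns, and these matched DMSO 2-1 and 2-3 with 0.994, against 0.788 for the next choice of DMSO libraries, so the panel's control is DMSO set 2. The paper gives no reason for leaving out DMSO 4-1 and 4-2. In SK-UT-1B after the combination, 1 of the 23 genes, DTX3, was differentially expressed when p was adjusted over all genes tested, and 3 were differentially expressed when it was adjusted over the list alone. Their log2FC was above 0 in 10 genes and below 0 in 13. In SK-LMS-1 relative to DMSO set 2, 0 genes were differentially expressed over all genes tested and 1 when adjusted over the list alone, with 13 higher and 10 lower. Relative to DMSO set 4, 1 gene, HES1, was differentially expressed under both adjustments, with 8 higher and 14 lower, and relative to all 4 DMSO libraries 1 was, with 13 higher and 10 lower. Since the genes were taken from a figure made from these libraries, the adjustment over the list alone is not independent evidence.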

RNA seq analysis shows differential expression of 23 Notch pathway genes after the treatment of both SK-UT-1B and SK-LMS-1 cells with MK-0752, gemcitabine, and docetaxel relative to the DMSO vehicle control. There were similar results in both cell lines, with decreased expression of downstream effectors of the Notch signaling pathway, *HES1*, *NRARP*, and *HEY1*, confirming decreased Notch pathway activity after treatment (Figure 9). 

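HES1 (ENSG00000114315.4) lies on chromosome 3 of hg38 from 194136148 to 194138732, HEY1 (ENSG00000164683.18) on chromosome 8 from 79762371 to 79767857, and NRARP (ENSG00000198435.4) on chromosome 9 from 137299631 to 137302271. In SK-UT-1B, HES1 fell from 7.80 ± 0.823 CPM to 2.39 ± 0.171 CPM after the combination (SD, n = 2), a log2FC of -1.70 (standard error 0.49). Its adjusted p was 0.141 over all genes and 0.0205 over the list alone (edgeR's quasi-likelihood test, Benjamini-Hochberg). Leaving out 1 library in turn kept its log2FC between -1.80 and -1.61. HEY1 fell from 2.31 ± 0.157 to 1.11 ± 0.444 CPM, a log2FC of -1.06 (standard error 1.29, edgeR adjusted p = 0.965), and NRARP from 8.33 ± 1.31 to 5.94 ± 0.523 CPM, a log2FC of -0.49 (standard error 0.94, edgeR adjusted p = 1), both without overlap between the libraries of the groups. HEY1 had -1.54 without the combination library 3-3. In SK-LMS-1, HES1 had 2.58 ± 1.74 CPM after the combination, 23.5 ± 2.84 CPM in DMSO set 2, and 27.0 ± 11.1 CPM in DMSO set 4. Its log2FC was -3.17 (standard error 0.52, edgeR adjusted p = 0.108, and 0.000148 over the list alone) relative to DMSO set 2, -3.37 (edgeR adjusted p = 0.0227) relative to DMSO set 4, and -3.27 (edgeR adjusted p = 0.0228) relative to all 4 libraries. Without the combination library 4-1, it was -4.31 relative to DMSO set 4. HEY1 had a log2FC of -0.53, -0.93, and -0.73, and NRARP of -0.95, -1.25, and -1.096, relative to DMSO set 2, set 4, and all 4 libraries, with standard errors of at least 0.87 and edgeR adjusted p from 0.911 to 1. Relative to DMSO set 4, NRARP had -0.56 without DMSO 4-1, and HEY1 had -0.34 without DMSO 4-2 and -1.57 without the combination library 4-1. By an edgeR contrast adjusted over all tested genes, whether the effects differ between the lines stayed undecided, with a log2 difference of 1.67 for HES1 (standard error 0.68, unadjusted p = 0.0246, adjusted p = 0.6004), -0.14 for HEY1 (standard error 1.80), and 0.76 for NRARP (standard error 1.34, edgeR adjusted p = 1 for both). After MK-0752 alone, HES1 in SK-LMS-1 had a log2FC of -2.76 (standard error 0.51, edgeR adjusted p = 0.0153). From the lower expression of these effectors in both lines, the paper concludes that Notch pathway activity decreased after treatment.

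**Figure D2:**
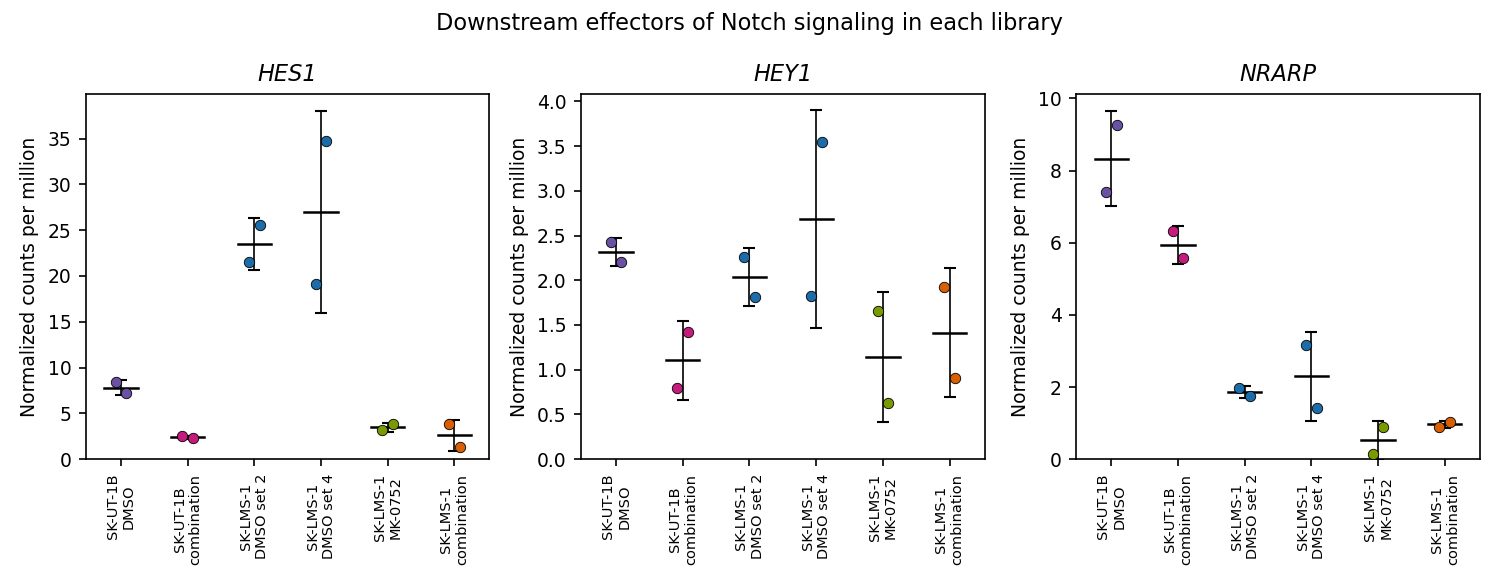
Expression (CPM) of HES1, HEY1, and NRARP in the 2 libraries of each group (points), with their mean (line) and SD (error bar). HES1 has 7.80 CPM after DMSO and 2.39 CPM after the combination in SK-UT-1B, and 23.5, 27.0, and 2.58 CPM in DMSO set 2, DMSO set 4, and after the combination in SK-LMS-1, while the bars of HEY1 and NRARP span a larger part of the difference between groups.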

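Of the genes of the gamma secretase complex, APH1A, which overlaps C1orf54 on the other strand, had a log2FC of 0.05 in SK-UT-1B after the combination, which was -0.15 without DMSO 4-2, and APH1B had 0.45 (standard errors 0.19 and 0.35). Their adjusted p over all genes was 1 and 0.742 (edgeR's quasi-likelihood test, Benjamini-Hochberg). PSEN2 had 3.19 with a standard error of 2.89, which was 8.32 without DMSO 4-2, and PSENEN fell by 0.28 on the log2 scale (standard error 0.63). PSEN2 and PSENEN each overlap a readthrough gene, so their counts are uncertain. In SK-LMS-1 relative to DMSO set 2, the log2FC of APH1A, APH1B, PSEN2, and PSENEN was 0.13, 0.16, 1.06, and 0.54, with standard errors of 0.19, 0.35, 2.70, and 0.63. Relative to DMSO set 4, it was -0.10 for APH1A, -0.03 for APH1B, and -0.01 for PSENEN, the opposite direction, and PSEN2 was at least 4.93-fold higher, with 15 and 13 counts after the combination and 0 and 1 in DMSO set 4. Each of these negative values turned positive without 1 library. Relative to all 4 libraries, the values were 0.01, 0.07, 2.92, and 0.26. All of these genes in SK-LMS-1 had an edgeR adjusted p of 0.907 or more.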

Genes encoding proteins that make up the gamma secretase complex (*APH1*, *PSEN1*, *PSEN2*, *PSENEN*) were upregulated. Additional upregulated genes included modulators of Notch signaling, including *DTX*, *NUMB,* and *RFNG*. 

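In SK-UT-1B, DTX3 (ENSG00000178498.16), on chromosome 12 of hg38 from 57604622 to 57609804, rose from 6.05 ± 1.65 to 20.1 ± 8.13 CPM (SD, n = 2). Its log2FC was 1.73 (standard error 0.34), with an adjusted p of 0.0177 over all genes and 0.0014 over the list alone (edgeR's quasi-likelihood test, Benjamini-Hochberg), and lay between 1.21 and 2.09 with 1 library left out. NUMB (ENSG00000133961.21) had a log2FC of 0.65 (standard error 0.18, edgeR adjusted p = 0.122, and 0.0205 over the list alone). RFNG, which overlaps GPS1 on the other strand, had 0.67 (standard error 0.39, edgeR adjusted p = 0.622). DTX1 and DTX2 had 0.97 and 0.30 (standard errors 1.37 and 0.31), and DTX4, which overlaps MPEG1 on the other strand, had -0.95 (standard error 1.12). DTX2 had -0.10 without DMSO 4-2. In SK-LMS-1 relative to DMSO set 2, the log2FC was 0.04 for DTX3, 0.46 for DTX2, and 0.64 for DTX4, and -0.20 for NUMB and -0.04 for RFNG. Relative to DMSO set 4, it was 0.10 for DTX3, 0.75 for DTX4, and 0.17 for NUMB, and -0.07 for DTX2 and -0.29 for RFNG. Relative to all 4 libraries, it was 0.07, 0.69, and -0.02 for DTX3, DTX4, and NUMB, and 0.19 and -0.16 for DTX2 and RFNG. DTX1 was not detectable after the combination or in DMSO set 4, and in DMSO set 2 it was counted only in library 2-3, at 0.254 CPM. The edgeR adjusted p of each of these values in SK-LMS-1 was 1 when rounded. DTX4 relative to DMSO set 4 was -0.22 without DMSO 4-1 and 8.83 without DMSO 4-2. The difference between the lines was 1.63 for DTX3 (edgeR adjusted p = 0.314).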

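Among ligand genes in SK-UT-1B after the combination, DLL4 (ENSG00000128917.8) was at least 1.55-fold lower, with an adjusted p of 0.204 over all genes and 0.0295 over the list alone (edgeR's quasi-likelihood test, Benjamini-Hochberg). Its counts came from DMSO 4-2 alone, where 11 counts are fewer than the 18.2 reads estimated per molecule. JAG1 and JAG2 had a log2FC of -0.23 and -0.27 (standard errors 0.20 and 0.84), and JAG1 turned to 0.03 without DMSO 4-1. DLL1, which overlaps FAM120B on the other strand, had -0.02 and DLL3 had -0.24 (standard errors 1.14 and 1.67), and leaving out 1 library gave -0.86 to 2.11 for DLL1 and -1.19 to 0.32 for DLL3. In SK-LMS-1, the log2FC of DLL4 was -1.14 relative to DMSO set 2, -1.57 relative to DMSO set 4 (standard error 0.75), and -1.36 relative to all 4 libraries (edgeR adjusted p of at least 0.907 in each, and 0.379 over the list alone for set 4). DLL1 had 1.06, 0.24, and 0.65 relative to these controls, with -0.06 relative to DMSO set 4 without the combination library 4-1, and JAG1 had 0.04, -0.03, and 0.01, with 0.06 relative to DMSO set 4 without DMSO 4-1. JAG2 had -0.34 relative to DMSO set 2 and was at least 2.16-fold higher relative to DMSO set 4, which rests on the combination library 4-1, with 13 counts against 1 in 4-2. DLL3 was not detectable in any of these SK-LMS-1 groups. None of the SK-LMS-1 ligand genes was differentially expressed.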

The effects on genes encoding Notch ligand genes *DLL1-4* and *JAG1-2* were varied (Figure 9).

## 4. Discussion

Research on novel therapy regimens for uLMS is challenging due to the rarity of the disease; nonetheless, the poor prognosis associated with uLMS highlights the importance of such studies. Given that MK-0752 was well tolerated in phase I clinical trials for several malignancies and we previously showed that MK-0752 decreased the expression of *HES1* and decreased uLMS cell viability in a dose- and time-dependent manner in uLMS cell lines, we sought to explore the efficacy of MK-0752 in combination with doxorubicin, gemcitabine, and/or docetaxel in uLMS [13,15,16,21,22]. We first established the half maximal inhibitory concentrations of individual agents (MK-0752, docetaxel, doxorubicin, and gemcitabine) and then identified the relationship between the treatments. All combinations of MK-0752 with chemotherapeutics decreased cell viability with increasing doses, but not all combinations were synergistic. We then performed experiments to determine how synergistic drug combinations impacted SK-UT-1B and SK-LMS-1 cellular invasion, apoptosis, and proliferation, which are varying hallmarks of cancer growth and metastasis. When uLMS cells were exposed to single agents, there was no change in invasion compared to the vehicle control; however, there was a significant increase in apoptosis across both cell lines and a decrease in proliferation in SK-LMS-1. When uLMS cells were exposed to synergistic treatments, there was a significant decrease in invasion and an increase in apoptosis. 

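Cell cycle had an NES of -1.25 in SK-LMS-1 after the combination relative to DMSO set 4 (fgsea, Benjamini-Hochberg adjusted p = 0.0875), with 50 of 120 genes lower and 70 higher. DNA replication had an NES of -1.43 (fgsea adjusted p = 0.0875), with 23 of 36 genes lower. These lists were past the threshold in 5 and 3 of 8 alternatives, respectively. Their adjusted p ranged from 0.00107 to 1 for cell cycle and from 0.0159 to 0.909 for DNA replication.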

KEGG pathway enrichment analysis revealed a decrease in cell cycle, spliceosome, and DNA replication pathways with exposure of both SK-UT-1B and SK-LMS-1 to synergistic treatments. Synergism enables the utilization of lower and better-tolerated doses of each agent, aiming to minimize the adverse effects of systemic therapy. Thus, these findings suggest that the addition of MK-0752 to standard chemotherapeutics for uLMS used in clinical practice may be more efficacious than chemotherapy alone. 

The relationship between MK-0752 and each chemotherapeutic agent was unique to the uLMS cell type. In SK-UT-1B, a primary uLMS cell line with epithelial morphology, only the combinations of MK-0752 + doxorubicin and MK-0752 + gemcitabine + docetaxel were found to be synergistic. When treatments were compared to one another, there was no significant change in invasion in SK-UT-1B. In SK-LMS-1, all four combinations, MK-0752 + docetaxel, MK-0752 + doxorubicin, MK-0752 + gemcitabine, and MK-0752 + gemcitabine + docetaxel, were found to be synergistic. Further, there was a decrease in relative invasion with MK-0752 + gemcitabine + docetaxel compared to MK + gemcitabine in SK-LMS-1. Although SK-UT-1B is not directly derived from an epithelioid sub-type of uLMS, which is known to be more aggressive than the conventional type, the epithelial morphology may reflect an aggressive phenotype and explain the lack of response to some combinations of drugs [6,13,23,24]. 

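After DMSO, pyrimidine metabolism was lower in SK-LMS-1 than in SK-UT-1B, with an NES of -1.53 (fgsea, Benjamini-Hochberg adjusted p = 0.0123) and 57 of 88 genes lower, and was past the threshold in 3 of 7 alternatives. Oxidative phosphorylation had an NES of -1.78 (fgsea adjusted p = 0.000643), with 74 of 102 genes lower, and the citrate cycle had an NES of -1.97 (fgsea adjusted p = 0.00108), with 20 of 28 genes lower. Fatty acid metabolism had an NES of -1.13 (fgsea adjusted p = 0.324), with 19 of 32 genes lower. Ranked by log2FC, the adjusted p was 0.547 for oxidative phosphorylation and 0.168 for the citrate cycle.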

RNA sequencing data also showed that the SK-UT-1B cell line had increased activity in DNA replication- and metabolism-related pathways relative to SK-LMS-1. Baseline differences in gene expression between the two cell lines may contribute to the drug resistance seen in SK-UT-1B cells. Conversely, the lack of differences in invasion between each individual and combination treatment in SK-UT-1B and SK-LMS-1 could be attributed to limitations in our study design; specifically, the IC_30_ for individual and combination drug exposures was the only concentration we tested. Nevertheless, the synergy observed with MK-0752 + gemcitabine + docetaxel resulted in reduced invasion compared to the vehicle control for both SK-UT-1B and SK-LMS-1 cells, making this regimen a priority for further investigation.

We used RNA sequencing to gain a better understanding of how the combination of MK-0752 + gemcitabine + docetaxel impacts multiple genes associated with the Notch signaling pathway. Downstream effectors of the Notch signaling pathway, *HES1*, *NRARP*, and *HEY1*, were downregulated after treatment in both uLMS cell lines, confirming the established role of a GSI in Notch inhibition [13]. We observed upregulation of genes that encode components of the gamma secretase complex as well as modulators of the Notch signaling pathway, *DTX*, *RFNG*, and *NUMB*. In the DTX family (Deltex; family *DTX*), E3 ubiquitin ligase mediates Notch signaling [25] and can activate the pathway in a ligand-independent manner [26]. *RFNG* increases the activation of NOTCH1 by its ligands, DLL1 and JAG1 [27], and NUMB also has been shown to increase Notch signaling [28]. These data suggest that, in response to GSI and Notch inhibition, the expression of genes that would enhance activity of the Notch pathway or increase the presence of the gamma secretase enzyme is increased.

Notch inhibition with the GSI MK0752 increased the apoptotic sub-G1 cell population in both SK-UT-1B and SK-LMS-1 cell lines, both alone and in combination with common chemotherapeutic agents, indicating that a significant proportion of the cells surviving after treatment are in the process of undergoing cell death. There was no difference in the proportion of sub-G1 cells between MK-0752 alone or in combination with chemotherapeutics, suggesting MK-0752 was the primary contributor to the increased apoptosis. In other cancers, Notch inhibition with GSIs has similar increases in apoptosis; however, these increases have generally been accompanied by either a G1 phase arrest [29,30,31] or G2/M arrest [14,32]. For SK-UT-1B and SK-LMS-1 cells, we did not observe G1 phase arrest after any treatment. We found decreases in the G1 population and increases in the proportion of cells in the S phase. The total G1 and sub-G1 populations were similar between the treatment and control groups, suggesting that the apoptotic population may be originating from cells in the G1 phase. With MK-0752 and doxorubicin, there was a large increase in the percentage of cells in the G2/M phase of the cell cycle suggestive of a G2/M arrest. Prior research using doxorubicin in combination with roscovitine in SK-LMS-1 cells has also demonstrated a G2/M arrest, as have studies looking at doxorubicin in lymphoid and kidney tissue [20,33,34,35]. Our RNA sequencing data support the findings we saw in cell cycle flow cytometry. DNA replication and cell cycle pathways were downregulated in both cell lines. The Notch signaling pathway has an established role in proliferative signaling and the progression of many cancers [36]. Pairing the known role of the Notch pathway in proliferation and the effects on the cell after treatment suggests the mechanism of MK-0752 and Notch pathway inhibition affects its role in the downregulation of these pathways.

While we found a limited effect on proliferation after cell lines were exposed to combination treatments, there was a significant decrease in cellular proliferation after treatment with MK-0752 alone in the SK-LMS-1 cell line. We had previously not seen a change in proliferation in SK-LMS-1 after treatment with DAPT or MK-0752 at the IC_5_ for 24 h, so this decrease after treatment with the IC_30_ of MK-0752 over 72 h supports a dose- and time-dependent effect on proliferation [13]. Beyond our study, there has been limited research into the effects of MK-0752 on cellular proliferation to help aid interpretation of these results. MK-0752 in combination with endocrine therapy decreased *Ki-67* mRNA expression in estrogen receptor positive breast cancer [37]. An alternative GSI, RO4929097, in combination with temozolomide and radiotherapy, decreased proliferation in glioblastoma [38], whereas the GSI MRK-003 decreased proliferation in pancreatic ductal adenocarcinoma [39]. These studies, along with the decreased proliferation that we observed in our study, suggests an additional potential mechanism of MK-0752. Further, the change in invasion seen in SK-UT-1B and SK-LMS-1 with combination treatments is unlikely to be due to any changes in proliferation, but rather due to either an increase in apoptosis or an inherent decrease in the invasive nature of the cancer cell lines. 

RNA sequencing data suggested another potential role of gamma secretase inhibitors in the treatment of uterine leiomyosarcoma. Treatment with MK-0752 alone and in combination in both cell lines lead to a downregulation of the spliceosome, which is being investigated as a novel therapeutic target. The dysregulation of splicing is common in many cancers, and these mutations and the aberrant expression of spliceosome components can lead to enhanced tumor cell proliferation, invasion, metastasis, chemoresistance, and inhibition of apoptosis [40]. A broad range of spliceosome-targeted therapies (STT) and spliceosome inhibitors that affect the pathway at different points are under investigation [41]. The role of GSI’s and Notch inhibition on the spliceosome have not yet been investigated; however, this potential connection is one that may warrant further investigation.

There are few preclinical studies that have examined novel pathway targets in combination with common chemotherapeutics in LMS and uLMS in particular. Babichev et al. examined the role of phosphatidylinositol 3-kinase/AKT/mammalian target of the rapamycin (PI3K/AKT/mTOR) pathway inhibitors in conjunction with doxorubicin and found a decrease in cell viability with combination therapies in a soft tissue sarcoma cell line and in the SK-LMS-1 cell line. They also found that synergistic combinations reduced tumor volumes in the SK-LMS-1 xenograft model [18]. Lopez et al. combined the histone deacetylase (HDAC) inhibitor mocetinostat with gemcitabine in LMS cell lines, including SK-LMS-1. They found that their combination decreased cell growth in vitro and tumor size in vivo using a SK-LMS-1 derived xenograft model [42]. Although these studies only explored one combination therapy, they are, to our knowledge, the only existing reports exploring novel combination therapies for LMS. Further, clinical trials involving PI3K/AKT/mTOR or HDAC inhibitors in combination with chemotherapeutics are limited with minimal response in sarcomas. The phase II study of mocetinostat and gemcitabine in LMS included 8(40%) uLMS participants and the median time to disease progression was two months [43]. Therefore, more studies involving novel therapeutic strategies are needed, including the use of GSIs. 

To the best of our knowledge, our research is the first preclinical study to combine GSIs with common chemotherapeutics for uLMS with promising results and we would like to highlight several strengths. Herein, we evaluated two uLMS cell lines that are not only morphologically different, but also derived from distinct sites: SK-UT-1B is a uLMS cell line originating from the uterus, whereas SK-LMS-1 is from a vulvar metastasis of uLMS. This gives us insight into the variability and also similarity in cellular invasion in response to different drug exposures. We also explored more than one combination, which allowed us to determine a common and potentially optimal regimen for two different uLMS cell lines; the use of MK-0752 along with gemcitabine and docetaxel demonstrated a decrease in cellular invasion in both cell lines. Another strength of this study was the methodical approach of using the MTT assay with the diagonal method in order to explore the relationship between two or more drugs [17]. This has not been previously achieved using the drug combinations or cell lines in our study. Additionally, the concentrations of drugs used in our cell culture models were comparable to those in mouse and human studies, indicating that using scalable doses in mouse and human trials may yield potential similarity in cellular responses while minimizing toxicity [16,18,42,44,45]. We will use our comprehensive data for validation in further in vivo studies, paving the way for clinical trials.

Our study is limited by the general conditions of in vitro models, which restricts our understanding of the effect of these drugs on uLMS in vivo. Preclinical in vivo and clinical studies of doxorubicin and gemcitabine with docetaxel in uterine sarcomas, including uLMS, have shown moderate tumor response and increased progression-free survival [10,11,42]. We saw no change in cellular invasion in vitro, but we did see a decrease in cell viability and increase in apoptosis when our cell lines were exposed to these agents. Hence, experiments and outcomes explored in in vitro studies may be different than those in in vivo or human trials, and cellular invasion is not the only cell function that contributes to tumor progression. Further, the rarity of uLMS and sarcomas makes them difficult to study, as they are often diagnosed at the time of surgery or in the final pathology report. Diagnosing uLMS before surgery is uncommon. Consequently, studies involving fresh uLMS tissue or patient-derived xenograft (PDX) mouse models are scarce, while studies involving in vitro and cell line derived models are more common [13]. Some studies have used SK-LMS-1 as a cell-line derived xenograft model in mice and exploring this model will be the next step in our research [18,42]. We plan to compare the effects of treatment with MK-0752 alone to the combination of gemcitabine and docetaxel with and without MK-0752. The combination of MK-0752, gemcitabine, and docetaxel was synergistic, decreased invasion, and had cell cycle effects on both cell lines. Another limitation is that our experiments were performed only utilizing concurrent drug regimens for 72 h of exposure. Changing the chronicity and duration of exposure to agents may aid us in establishing a more appropriate regimen, given that MK-0752 is an oral agent that has previously been given weekly in phase I trials with a half-life of 15 h [15,18,22]. Moreover, only the effect of the IC_30_ concentration of drugs was studied, such that cells would be exposed to enough drug to exhibit changes in functionality, but not enough drug to cause 100% cell death. Utilizing other concentrations can help us determine an ideal dose and schedule. 

Our prior and current findings will help guide future directions. We previously found that expression of NOTCH3 and NOTCH4 was higher in uLMS samples than in benign uterine smooth muscle and fibroids [13]. Expression of NOTCH4 was also higher in SK-LMS-1 compared to SK-UT-1B [13]. Similar to uLMS, NOTCH3 and NOTCH4 have been implicated in various cancers. Exploring Notch-specific targets such as NOTCH3-targeted antibody drug conjugates and/or NOTCH4 monoclonal antibodies can help determine if there is greater tumor response and less toxicity with more specific targeted therapy in uLMS [46,47,48]. Further, comparing these agents to GSIs individually and in combination with chemotherapeutics with three-dimensional cell culture and in vivo models will aid in identifying the most effective treatments for uLMS. 

There remains a clinical and critical need for evaluating novel therapeutic strategies for uLMS. There are few clinical trials involving targeted therapies, including immunotherapy, tyrosine kinase inhibitors, hormone therapy, and DNA repair modulators such as poly-ADP ribose polymerase (PARP) inhibitors, combined with common chemotherapeutics [49]. Appreciating the limitations of in vitro models, we have identified the combinations of MK-0752 and doxorubicin, MK-0752 and docetaxel, and MK-0752 with gemcitabine and docetaxel as novel therapeutic approaches for uLMS. In vivo models and clinical trials will only help us determine the true efficacy of these drug regimens in uLMS. 

## 5. Conclusions

In conclusion, when uLMS cell lines SK-UT-1B and SK-LMS-1 were exposed to synergistic combination treatments, there was a significant decrease in invasion and increase in apoptosis. However, when these cell lines were exposed to single agents, there was no change in invasion, but there was still a significant increase in apoptosis across both cell lines and a decrease in proliferation in SK-LMS-1 with many differentially expressed genes and altered pathways. Future directions will involve exploring the combination of MK-0752 with gemcitabine and docetaxel in vivo and in clinical trials for uLMS. 

## Figures and Tables

**Figure 1:**
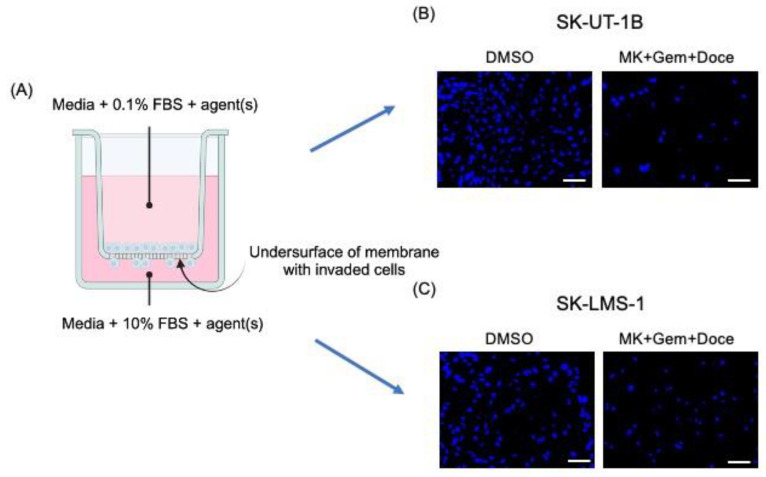
Schematic of the transwell invasion assay with representative images. (**A**) The schematic of the transwell invasion assay shows media with 0.1% FBS and agent(s) in the upper chamber and media with 10% FBS, as a chemoattractant, and agent(s) in the lower chamber. After 72 h of exposure to agent(s), cells on the undersurface of the membrane were fixed and stained with DAPI. Representative images of the membrane, after exposure to DMSO or MK-072 + gemcitabine + docetaxel, are shown for SK-UT-1B (**B**) and SK-LMS-1 (**C**). (**A**) was created with BioRender.com. (accessed on the 16th of May, 2024). MK = MK-0752, Gem = gemcitabine, Doce = docetaxel. Scale bars are 100 µm.

**Figure 2:**
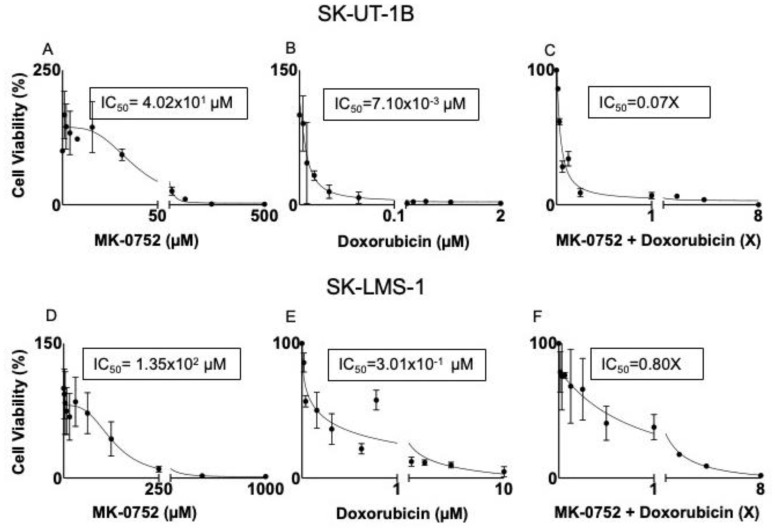
Representative dose–response curves for SK-UT-1B and SK-LMS-1. SK-UT-1B treated with MK-0752 with an IC50 of 4.02 × 10^1^ µM (**A**), doxorubicin with an IC50 of 7.10 × 10^−3^ (**B**), and the combination of the two agents with an IC50 of 0.07X (**C**). The combination of MK-0752 and doxorubicin is synergistic for SK-UT-1B. SK-LMS-1 treated with MK-0752 with an IC50 of 1.35 × 10^2^ µM (**D**), doxorubicin with an IC50 of 3.01 × 10^−1^ µM (**E**), and the combination of the two agents with an IC50 of 0.80X for 72 h (**F**). The combination of MK-0752 and doxorubicin is synergistic for SK-LMS-1.

**Figure 3:**
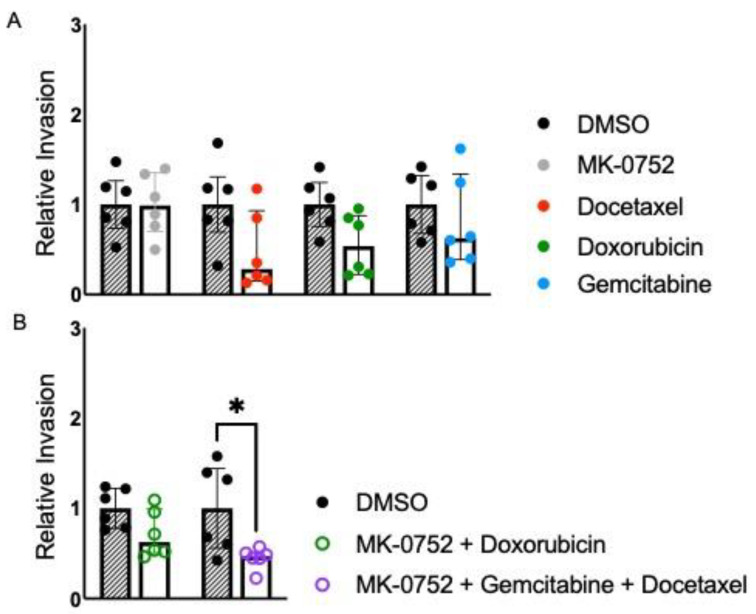
Relative invasion for SK-UT-1B exposed to single or combination agents for 72 h. (**A**). Cellular invasion was similar when SK-UT-1B cells were exposed to the IC30 concentration of MK-0752 (FC: docetaxel, doxorubicin, and gemcitabine, compared to the DMSO equivalent for 72 h). (**B**). Cellular invasion was decreased by 2.1-fold (*p* < 0.05) when cells were exposed to the IC30 of MK-0752, gemcitabine, and docetaxel compared to the equivalent DMSO control. Data are presented as median + IQR and * *p* < 0.05.

**Figure 4:**
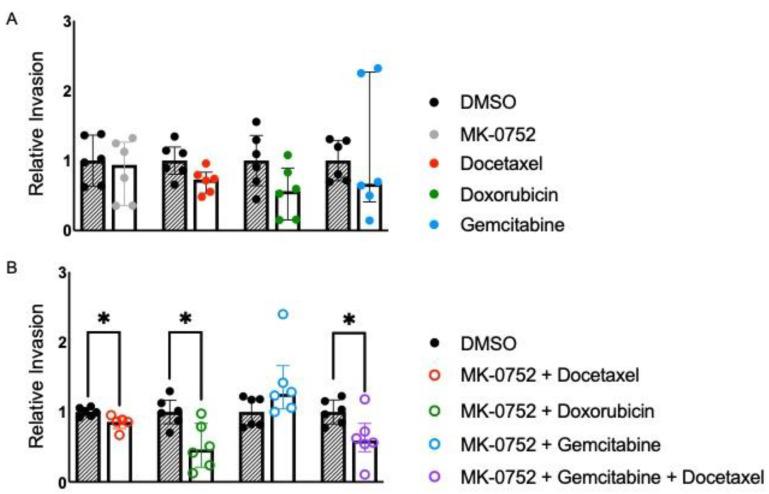
Relative invasion for SK-LMS-1 exposed to single or combination agents for 72 h. (**A**). Cellular invasion was similar when SK-LMS-1 cells were exposed to the IC30 concentration of MK-0752, docetaxel, doxorubicin, or gemcitabine, compared to the DMSO equivalent. (**B**). Cellular invasion was significantly decreased by 1.2-fold (*p* < 0.05) with exposure to the IC30 of MK-0752 and docetaxel, by 2.2-fold (*p* < 0.05) with exposure to MK-0752 and doxorubicin, and by 1.7-fold (*p* < 0.05) with exposure to MK-0752, gemcitabine, and docetaxel compared to the DMSO equivalent. Data are presented as medians + IQR and * *p* < 0.05.

**Figure 5:**
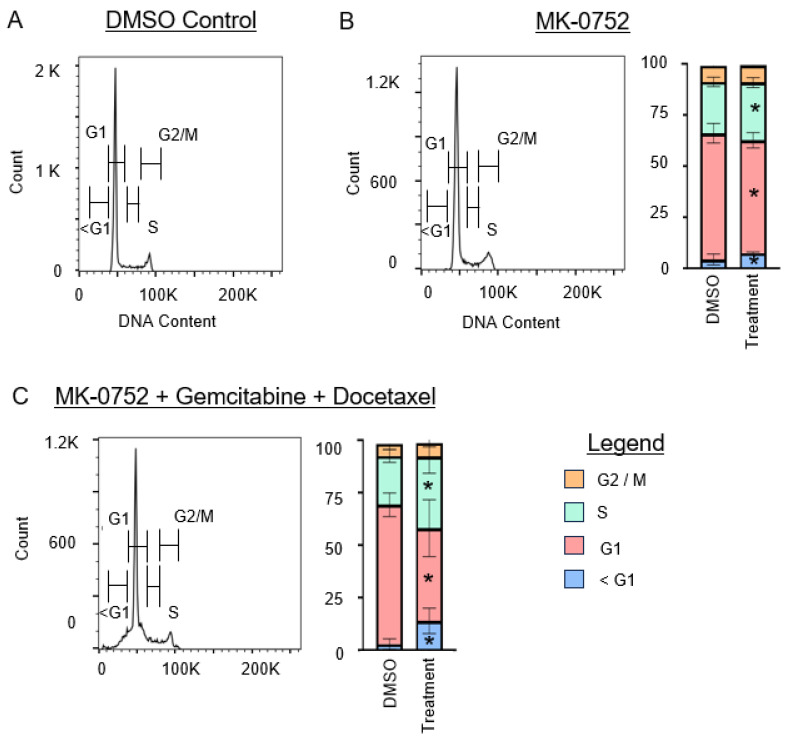
Cell cycle analysis for SK-UT-1B after exposure to single or combination agents for 72 h. (**A**). Representative image of the cell cycle flow cytometry curve for DMSO vehicle control. (**B**,**C**). Representative images of the cell cycle flow cytometry curve followed by stacked bar graphs to quantify the percentage of cells in each phase of the cell cycle after exposure to the IC30 concentration of MK-0752 alone (**B**) or in combination with gemcitabine and docetaxel (**C**) relative to equivalent volume of DMSO vehicle control. Data are presented as median + IQR and * *p* < 0.05.

**Figure 6:**
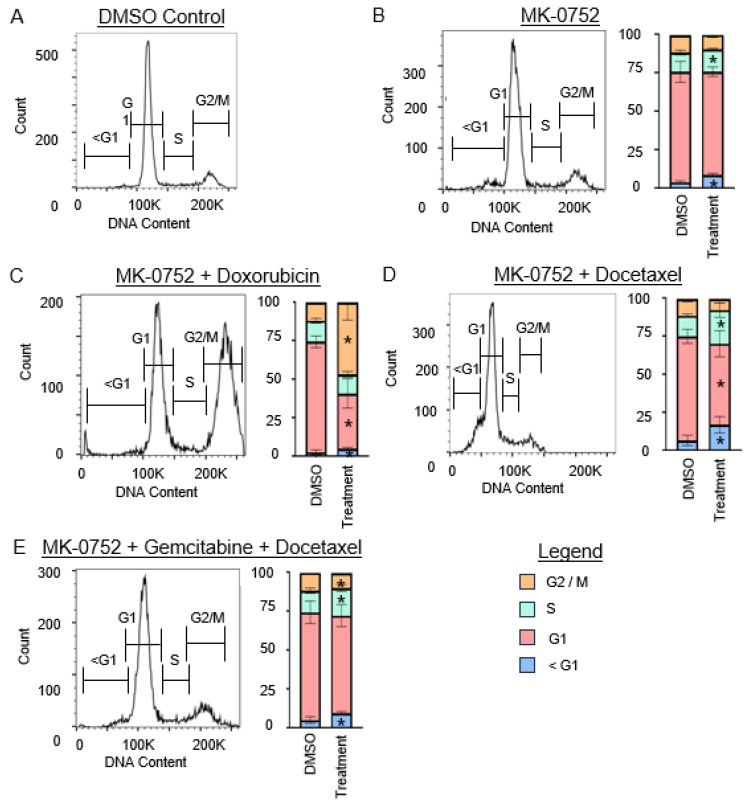
Cell cycle analysis for SK-LMS-1 cells after exposure to single or combination agents for 72 h. (**A**). Representative image of the cell cycle flow cytometry curve for DMSO vehicle control. (**B**–**E**). Representative images of the cell cycle flow cytometry curve followed by stacked bar graphs to quantify the percentage of cells in each phase of the cell cycle after exposure to the IC_30_ concentration of MK-0752 alone (**B**) or in combination with chemotherapeutics (**C**–**E**) relative to equivalent volume of DMSO vehicle control. Data are presented as median + IQR and * *p* < 0.05.

**Figure 7:**
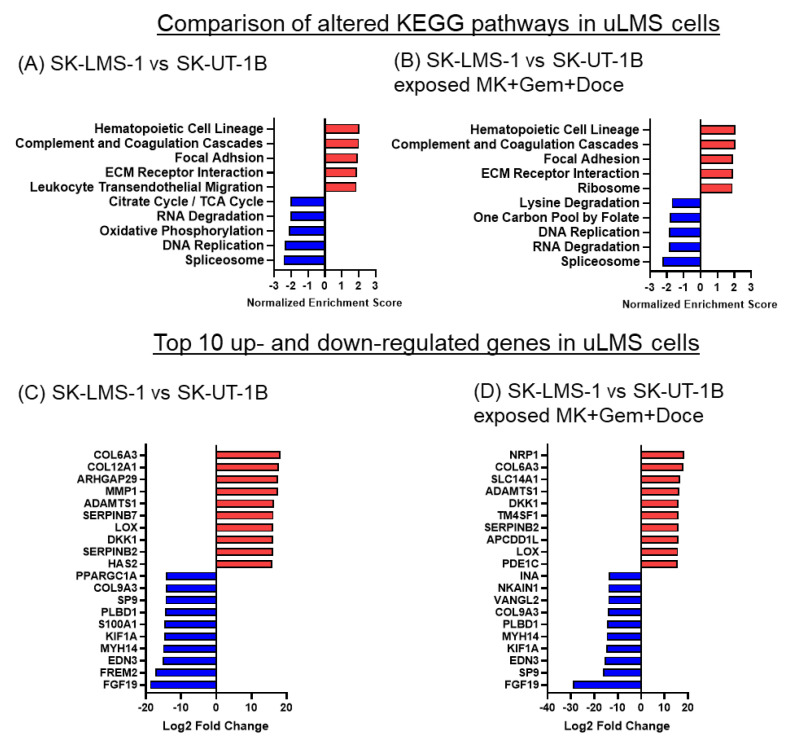
KEGG pathways and differentially expressed genes in SK-LMS-1 vs. SK-UT-1B cells before and after exposure to MK-0752 + gemcitabine + docetaxel. (**A**,**B**). The top 5 up (red) and downregulated (blue) KEGG pathways based on normalized enrichment scores and (**C**,**D**) the top 10 up- and downregulated significantly differentially expressed genes by log2 fold change after exposure to (**A**,**C**) DMSO vehicle control or (**B**,**D**) the combination of MK-0752, gemcitabine, and docetaxel at the IC_30_ for 72 h are depicted.

**Figure 8:**
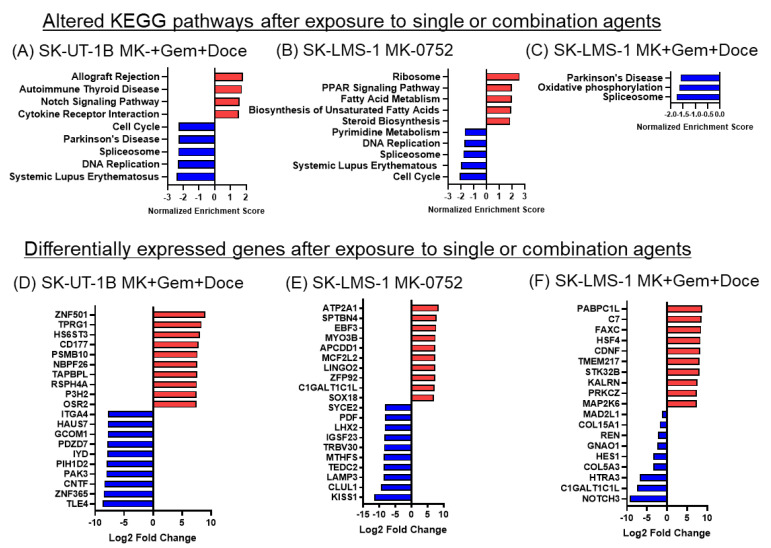
KEGG pathways and differentially expressed genes in uLMS cells exposed to single or combination agents. (**A**–**C**). The top 5 altered pathways are depicted unless fewer than 5 pathways met statistical significance as defined by *p* adj < 0.05, in which case only those pathways that were significantly altered are shown for (**A**) SK-UT-1B cells with MK-0752, gemcitabine, and docetaxel; (**B**) SK-LMS-1 with MK-0752; (**C**) SK-LMS-1 with MK-0752, gemcitabine, and docetaxel relative to DMSO vehicle control. (**D**–**F**). The top ten up (red) and downregulated (blue) significantly differentially expressed genes by log2 fold change after treatment of (**D**) SK-UT-1B cells with MK-0752, gemcitabine, and docetaxel; (**E**) SK-LMS-1 with MK-0752; (**F**) SK-LMS-1 with MK-0752, gemcitabine, and docetaxel relative to DMSO vehicle control.

**Figure 9:**
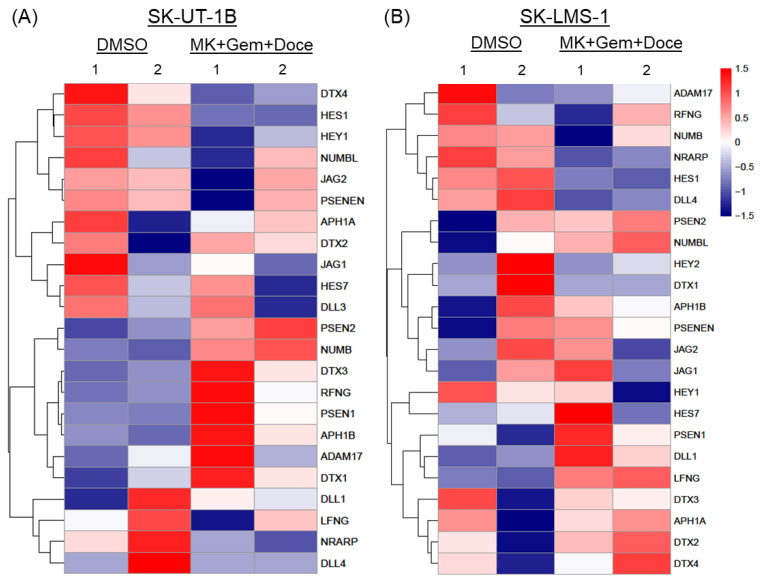
Heatmaps of differentially expressed genes in the Notch signaling pathway. Expression of 23 genes relating to ligands, regulators, and downstream effectors of the Notch signaling pathway after exposure to the combination of MK-0752, gemcitabine, and docetaxel at the IC_30_ for 72 h relative to DMSO vehicle control was compared in (**A**) SK-UT-1B and (**B**) SK-LMS-1 cells.

**Table 1:** Inhibitory concentrations for single agents.

	SK-UT-1B		SK-LMS-1	
Agents	IC_50_ (µM)	IC_30_ (µM)	IC_50_ (µM)	IC_30_ (µM)
MK-0752	4.02 × 10^1^	3.66 × 10^1^	1.35 × 10^2^	8.12 × 10^1^
Docetaxel	5.50 × 10^−5^	2.40 × 10^−4^	1.00 × 10^−2^	8.70 × 10^−3^
Doxorubicin	7.10 × 10^−3^	3.70 × 10^−3^	3.01 × 10^−1^	2.80 × 10^−1^
Gemcitabine	2.00 × 10^−3^	1.40 × 10^−3^	6.00 × 10^−2^	2.00 × 10^−2^

**Table 2:** Inhibitory concentrations for combination agents.

	SK-UT-1B		SK-LMS-1	
Agents	IC_50_ (X)	IC_30_ (µM)	IC_50_ (X)	IC_30_ (µM)
MK-0752 + Docetaxel	-	-	0.80	M: 1.35 × 10^1^, Doce: 1.20 × 10^−3^
MK-0752 + Doxorubicin	0.07	M: 7.30 × 10^−1^, Doxo: 1.00 × 10^−4^	0.80	M: 3.09 × 10^1^, Doxo: 6.90 × 10^−2^
MK-0752 + Gemcitabine	1.05	-	0.30	M: 8.12, Gem: 3.50 × 10^−3^
MK-0752 + Gemcitabine + Docetaxel	0.70	M: 5.04, Gem: 2.50 × 10^−5^, Doce: 6.92 × 10^−5^	0.50	M: 8.03, Gem: 3.30 × 10^−4^, Doce: 6.70 × 10^−4^

M: MK-0752, Doce: docetaxel, Doxo: doxorubicin, Gem: gemcitabine.

**Table 3:** Relative invasion between treatments by cell line.

SK-UT-1B					SK-LMS-1		
Treatment (Ref)	Treatment	Fold Change	*p*-Value	Treatment (Ref)	Treatment	Fold Change	*p*-Value
Doce	MK + Gem + Doce	1.66	0.48	Doce	MK + Doce	1.17	0.25
Doxo	MK + Doxo	1.16	0.39	Doce	MK + Gem + Doce	0.81	0.13
Gem	MK + Gem + Doce	0.75	0.24	Doxo	MK + Doxo	0.82	0.7
				Gem	MK + Gem	1.88	0.24
				Gem	MK + Gem + Doce	0.88	0.58
				MK + Doce	MK + Gem + Doce	0.68	0.13
				MK + Gem	MK + Gem + Doce	0.47	**<0.05**

Ref: reference, M: MK-0752, Doce: docetaxel, Doxo: doxorubicin, Gem: gemcitabine.

**Table 4:** Fold change in Ki-67 expression after treatment relative to DMSO control.

	SK-UT-1B		SK-LMS-1	
Treatment	Fold Change	*p*-Value	Fold Change	*p*-Value
MK-0752	1.09	0.58	0.63	**<0.01**
MK-0752 + Docetaxel	---	---	1.07	0.91
MK-0752 + Doxorubicin	0.99	0.70	1.01	0.94
MK-0752 + Gemcitabine + Docetaxel	1.30	0.83	1.20	0.09

## Data Availability

The RNA sequencing data underlying this article have been uploaded to the Genome Expression Omnibus/National Center for Biotechnology Information with accession number GSE268019. All data presented in this study are available upon request.

How the deposited data were processed for this re-analysis (not part of the article)

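RNA sequencing of 12 libraries was used, from the lines SK-UT-1B (primary tumor) and SK-LMS-1 (metastasis). SK-UT-1B had 2 libraries after DMSO and 2 after the combination of MK-0752, gemcitabine, and docetaxel. SK-LMS-1 had 4 libraries after DMSO, 2 after MK-0752 alone, and 2 after the combination. The authors trimmed the reads with trim galore, aligned them to hg38 with STAR, removed ribosomal RNA with SortMeRNA, and deposited raw counts of reads per gene from STAR, without normalization. The table held 60649 genes under versioned Ensembl identifiers, of which 60507 are in GENCODE v44, the annotation used here for names, coordinates, and overlaps on hg38, and 30598 had 0 counts in every library. The paper's text does not name the annotation, the strand setting of the counts, or a removal of duplicate reads. Sequence reads and the KEGG collection were not used here.

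Samples were grouped by line, treatment, and, for SK-LMS-1 DMSO, the first number of the library, which gave 6 groups of 2. Main tests used edgeR 4.0.16 in R 4.3.3 with TMM normalization, filterByExpr, and a robust quasi-likelihood fit over all groups, which left 21114 genes. Differential expression required an absolute log2FC of at least 1 and a Benjamini-Hochberg adjusted p under 0.05. The comparisons were each treatment with its DMSO libraries, the lines after DMSO and after the combination, the DMSO sets of SK-LMS-1, the combination effects of the lines, and the effects of MK-0752 and the combination in SK-LMS-1. Gene lists of 10 to 500 tested genes were tested with fgsea 1.28.0 on genes ranked by the signed square root of F. The 22 lists were written by hand before the data were examined, and they stand for KEGG pathways but are not the KEGG lists, apart from ATF4, p53, and SREBP target lists, replication-dependent histone genes, and mitochondrially encoded genes, which are not KEGG pathways. The main tests, the gene lists, the rule for named genes, and the alternatives, apart from those named below as chosen later, were set before the data were examined.

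Genes were named by a fixed rule, which takes every gene that the RNA sequencing sections of the paper name, the 23 genes of each panel of Figure 9, NOTCH1 to NOTCH4, MKI67, and the genes named in Figures 7C, 7D, and 8D to 8F. It also takes, in each treatment comparison, the 3 differentially expressed genes with the highest and the 3 with the lowest log2FC among those with a mean of at least 100 counts in the higher group and no overlap between libraries. Some genes that the rule takes are not reported here. Reads per molecule were estimated in each library from the share of genes at 0 counts among genes with 5 to 500 counts expected from the other libraries of the line. Counts of at most 3 in both libraries of a group were taken as the floor. Total counts lay between 25250057 and 40709885 per library.

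The edgeR test was tested on simulated data with 200 changed genes among 19516, where it recovered 89.5% of them, 7.25% of its calls were not among them, and 2 genes were called between unchanged groups. DESeq2 1.42.0 on 21114 simulated genes recovered 94.0%, with 23.9% of its calls not among the changed genes. On simulated data, fgsea called 0 of 20 random lists. The simulated genes were drawn independently with the spread that edgeR fitted, and not as molecules read many times. These rates therefore need not hold for the data and do not rank the tools. False calls from correlated genes could not appear in them. Between the DMSO sets, without a drug, fgsea called 3 of 22 lists and fry 0. The alternatives were DESeq2, edgeR with DESeq2's size factors, no filter beyond 1 count, a mean of at least 50 counts, models with only the libraries of the comparison, all 4 SK-LMS-1 DMSO libraries as the control, a replicate block, each library left out in turn, and for lists a ranking by log2FC or by the DESeq2 Wald statistic and the set tests camera and fry of limma 3.58.1. Further alternatives, chosen after the data were examined, used other groupings of libraries in DESeq2, protein-coding genes alone, DMSO set 2 as the control of the combination, and a ranking from which transcript length, GC percent, and mean count had been regressed out. Ranges of adjusted p over the alternatives leave out these further ones.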

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

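All tests of explanations in this part were chosen after the results had been seen. In the 4 SK-LMS-1 DMSO libraries, 45 measures were tested for 1 library far from the others by Dixon's test. A further 8 genes, 6 of them at 0 in all 4 libraries, were left out after the results had been seen, because 3 libraries at 0 fix the outcome. The test passed for 4 measures, where chance gives 2.25. The reads per molecule of DMSO 2-3 were 12.2, against 28.1, 26.1, and 25.4 in the others (ratio 0.831). DMSO 2-3 had 29576067 total counts and the others 25585105 to 40709885. DMSO 4-1 had the lowest total, 25585105, but 26.1 reads per molecule, which argues against fewer reads alone as the cause. With a single such library, other causes stay undecided. RFNG was 18.9 CPM in DMSO 4-2 and 13.4 to 14.0 CPM in the others (ratio 0.890) and ADAMTS1 was 536 CPM in DMSO 2-1 and 466 to 477 CPM in the others (ratio 0.849). PSEN2 was 0.471 CPM in DMSO 2-3 and 0, 0, and 0.0259 CPM in the others (ratio 0.945). Among the genes left out, DTX1 was 0.254 CPM in DMSO 2-3 and ATP2A1 0.0406 CPM in DMSO 4-1, each with 0 in the other 3. All 4 libraries had the same treatment, so no biological explanation was tested, and the causes of the gene values were not tested.

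The effect of the combination differed between the lines, by an edgeR contrast with Benjamini-Hochberg adjustment, in 31 genes with a higher and 18 with a lower log2FC in SK-UT-1B. In 44 of the 49 genes the larger log2FC was that in SK-UT-1B, and 36 of the 49 had fewer than 10 molecules in the higher group of the line with the larger log2FC, so few molecules behind the counts cannot be told apart from a difference between the lines with 2 libraries per group. Of the 49, 28 had a group at the floor. Of the 49 genes, 42 were also differentially expressed in SK-UT-1B alone, and 43 were shared with the 49 genes found with all 4 SK-LMS-1 DMSO libraries as the control. Among named genes, the log2 difference between lines was 7.74 for CXCR4 (edgeR adjusted p = 0.0170), -3.50 for THBS1 (edgeR adjusted p = 3.54e-06), -1.296 for IGFBP5 (edgeR adjusted p = 0.0197), and 2.96 for GNAO1 (edgeR adjusted p = 0.0250). FKBP9P1, TLE4, and COL12A1 had fitted differences of 8.10, -9.63, and 7.15 (edgeR adjusted p = 0.00427, 2.82e-05, and 0.0199), which are not bounds, since each has a group at the floor. A difference in the response of the lines stays open as an untested biological explanation, and so does a batch, because the SK-UT-1B combination libraries carry the first number 3 and its DMSO libraries the first number 4.

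CXCR4, FKBP9P1, and ZFHX4 were higher in SK-UT-1B after the combination and are expressed in SK-LMS-1, so RNA from SK-LMS-1 cells was tested as a candidate source. At the share of ZFHX4, 3.46% of the SK-LMS-1 level, 1391 molecules of 36 abundant SK-LMS-1 transcripts would be present in the SK-UT-1B combination libraries, and 9.09 were counted, which argues against that source for these genes. For COL12A1, at 0.0451% of the SK-LMS-1 level, 23.4 of the 36 transcripts would be at 0 counts and 27 were, and 18.1 molecules would be present and 9.09 were counted, so the source cannot be told apart from a change in SK-UT-1B at this depth.

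Several gene lists outside the pathways that the paper discusses passed the fgsea threshold after treatment (Benjamini-Hochberg adjusted p). In SK-UT-1B after the combination, the NES was 1.83 for ATF4 stress response (fgsea adjusted p = 0.00155, 24 of 29 genes higher), 1.52 for p53 targets (fgsea adjusted p = 0.0326, 19 of 28 higher), and -1.89 for the citrate cycle (fgsea adjusted p = 0.00189, 24 of 28 lower). Replication-dependent histone genes had an NES of -2.56 (fgsea adjusted p = 5.05e-11, 36 of 54 lower) and mitochondrially encoded genes of -1.62 (fgsea adjusted p = 0.0326, 10 of 13 lower). After transcript length, GC content, and expression level were regressed out of the ranking, the fgsea adjusted p was 0.000384 for ATF4, 0.0276 for p53, 0.00739 for the citrate cycle, and 9.69e-10 for histone genes, which argues against these properties as the whole cause. For mitochondrially encoded genes it was 0.968, so these properties may account for that result. Under fry, which keeps the correlation between genes, the adjusted p was 0.0445 for p53 and 0.0335 for histone genes, which argues against a shared shift alone, and 0.631 for ATF4, 0.0816 for the citrate cycle, and 0.357 for mitochondrially encoded genes, for which such a shift cannot be told apart from an effect with 2 libraries per group. Across the alternatives, leaving aside those chosen after the data were examined, the adjusted p ranged from 0.0005 to 0.631 for ATF4, 0.00376 to 0.717 for p53, 4.53e-05 to 1 for the citrate cycle, 3.64e-15 to 0.308 for histone genes, and 0.00537 to 0.539 for mitochondrially encoded genes. A batch that follows the first number of the libraries cannot be told apart from the treatment, since 0 SK-UT-1B DMSO libraries share the number of the combination libraries. Treatment remains an untested biological explanation.

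In SK-LMS-1 after MK-0752, the NES was -1.68 for ATF4 stress response (fgsea, Benjamini-Hochberg adjusted p = 0.011, 22 of 29 genes lower) and 2.48 for SREBP targets (fgsea adjusted p = 1.44e-07, 28 of 32 higher). Replication-dependent histone genes had an NES of -2.30 (fgsea adjusted p = 3.35e-07, 44 of 54 lower), and mitochondrially encoded genes of 1.63 (fgsea adjusted p = 0.0303, 10 of 13 higher). After the combination, SREBP targets had an NES of 2.17 (fgsea adjusted p = 2.2e-06, 27 of 32 higher). With length, GC content, and expression level regressed out, the fgsea adjusted p after MK-0752 was 1.6e-08 for SREBP targets, 6.54e-07 for histone genes, 0.00675 for mitochondrially encoded genes, and 5.45e-08 for SREBP targets after the combination, which argues against these properties as the whole cause, while 0.0728 for ATF4 leaves them open. With all 4 DMSO libraries as the control, the fgsea adjusted p was 0.000531 for ATF4, 5.27e-11 for SREBP targets, 5.35e-11 for histone genes, and 0.0322 for mitochondrially encoded genes after MK-0752, and 4.36e-05 for SREBP targets after the combination. That control still includes the DMSO set of the main comparison, so it cannot exclude a difference between the DMSO sets. Under fry, the adjusted p was 0.652, 0.0579, 0.0644, and 0.447 for ATF4, SREBP targets, histone genes, and mitochondrially encoded genes after MK-0752 and 0.328 for SREBP targets after the combination, so a shift shared by correlated genes cannot be told apart from an effect with 2 libraries per group. Over the alternatives, again without those chosen later, the adjusted p ranged from 7.8e-05 to 0.652 for ATF4, 3.18e-11 to 0.449 for SREBP targets, 5.35e-11 to 0.290 for histone genes, and 0.000106 to 0.988 for mitochondrially encoded genes after MK-0752, and from 4.42e-09 to 1 for SREBP targets after the combination. Between the DMSO sets, without a drug, the NES was 1.18 for ATF4, 0.979 for p53 targets, -0.759 for the citrate cycle, 0.731 for mitochondrially encoded genes, and -0.779 for SREBP targets, none past the threshold, and 1.82 for histone genes (fgsea adjusted p = 0.00334).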

How the results depend on the processing

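Of the tests in this part, the simulated unchanged groups were chosen before the data were seen and the correlation of libraries of the same number after, and alternatives chosen after seeing the data are named as such. Under the other alternatives, 7 of 48 list results, 6 of 35 counts and correlations, and 56 of 81 results for named genes kept their direction and side of the threshold, or stayed within the limits set for values without a test. Apart from the values below, named genes gave 256 unchanged results, 19 weaker, and 5 stronger, and named lists gave 273 unchanged, 61 weaker, and 14 stronger. With each library left out in turn, 69 of the values for named genes moved by more than their spread and 275 did not, and no test was made where a group was left with 1 library. When 1 of the 4 SK-LMS-1 DMSO libraries was left out, the lines differed after DMSO by 3588 to 3721 higher and 3002 to 3308 lower genes. The choice between TMM and DESeq2's size factors shifted the median log2FC of no comparison by more than 0.05. For counts of genes and lists, the cause of each change was not tested unless a cause is named.

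With no filter beyond 1 count, more genes of low count were tested, and 259 and 161 genes were higher and lower after the combination in SK-UT-1B (83 and 35 in the main test), 64 and 111 after MK-0752 in SK-LMS-1 (12 and 41), and 50 and 23 after the combination in SK-LMS-1 (3 and 2). Between the DMSO sets, without a drug, 36 and 40 genes were then called where the main test called 0 and 0 (1197 with an unadjusted p under 0.05). The difference between lines was called in 159 and 144 genes (31 and 18), the difference between MK-0752 and the combination in 34 and 55 (1 and 7), and 9 lists were lower after the combination in SK-LMS-1 (2). Of the genes of the main test, 117 of 118, 53 of 53, and 5 of 5 were among the calls. With a mean of at least 50 counts, 19 genes were lower in SK-UT-1B, 6 were higher after MK-0752, and 1 and 0 were higher and lower after the combination in SK-LMS-1. The difference between lines was called in 17 and 7 genes, that between the treatments in 2 with a lower log2FC, 2 lists were higher and 6 lower after the combination in SK-LMS-1, and the correlation across genes of the combination effects of the lines was 0.0211 in place of -0.000272.

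With only the libraries of the comparison in the model, which leaves fewer libraries to estimate the spread, 0 and 0 genes were called after the combination in SK-UT-1B (1245 with an unadjusted p under 0.05) and 0 and 0 in SK-LMS-1 (1037), and 23 and 76 after MK-0752. The difference between lines was called in 13 and 7 genes and that between the treatments in 7 and 20. After the combination in SK-LMS-1, 2 lists were higher and 7 lower, 3 lists were lower in SK-LMS-1 than in SK-UT-1B after the combination, and 5 were higher in DMSO set 4 than in set 2. Of the 23 genes of Figure 9, 0 were called in SK-UT-1B (1 adjusted over the list alone) and 0 in SK-LMS-1.

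With DESeq2 on the libraries of each comparison, 31 and 17 genes were called after the combination in SK-UT-1B, 63 and 134 after MK-0752, 15 and 12 after the combination in SK-LMS-1, and 1 was higher in DMSO set 4. The difference between lines was called in 64 and 61 genes, and that between the treatments in 20 and 45. Of the genes of Figure 9, 0 were called in SK-UT-1B (1 adjusted over the list alone), and 2 in SK-LMS-1 adjusted over the list alone. Other DESeq2 settings were chosen after seeing the data. On all 12 libraries in 6 groups, DESeq2 called 287 and 171 genes after the combination in SK-UT-1B, 62 and 115 after MK-0752, 47 and 12 after the combination in SK-LMS-1, and 20 and 45 between the DMSO sets. The difference between lines was called in 102 and 90 genes, that between the treatments in 22 and 48, and of the genes of Figure 9, 2 were called in SK-UT-1B and 2 in SK-LMS-1 adjusted over the list alone. For 326 of 458 calls after the combination in SK-UT-1B, 61 of those after MK-0752, 48 of 59 after the combination in SK-LMS-1, and 58 of 65 between the DMSO sets, the higher group held fewer than 10 molecules. In 5 groups, with the DMSO libraries of SK-LMS-1 pooled, the counts were 300 and 175, 69 and 148, and 16 and 12. With protein-coding genes alone, they were 235 and 135, 42 and 86, and 17 and 5 in 6 groups, 240 and 133, 49 and 109, and 13 and 11 in 5 groups, and 25 and 17, 59 and 119, and 8 and 8 on the libraries of the comparison. On the 8 SK-LMS-1 libraries, MK-0752 gave 60 and 144 and the combination 51 and 16 in 4 groups, and 61 and 191 and 6 and 16 in 3 groups. On a treatment and all 4 DMSO libraries, MK-0752 gave 39 and 157 (37 and 131 with protein-coding genes alone), and the combination gave 2 and 16.

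With all 4 SK-LMS-1 DMSO libraries as the control, 30 genes were higher after MK-0752, 1 was lower after the combination, the difference between the treatments was called in 12 genes with a lower log2FC, and 5 lists were lower after the combination. The correlation across genes of the effects of MK-0752 and the combination rose from 0.0492 to 0.453, while simulated unchanged groups gave 0.000614 and 0.331 (mean of 20 draws). Genes are not independent replicates. After the combination in SK-LMS-1, the log2FC reversed to 0.0145 for APH1A, 0.0661 for APH1B, 0.26 for PSENEN, 0.19 for DTX2, and 0.00671 for JAG1, and to -0.0187 for NUMB, and DTX1, at the floor in DMSO set 4, had a fitted value of -2.52. With DMSO set 2 as the control, chosen after seeing the data, 0 and 0 genes were called after the combination (497 with an unadjusted p under 0.05), 0 of the genes of Figure 9, and 3 lists were higher. The log2FC reversed to 0.13 for APH1A, 0.16 for APH1B, 0.54 for PSENEN, 0.46 for DTX2, and 0.0443 for JAG1, to -0.20 for NUMB, -0.34 for JAG2, and -0.00399 for PABPC1L, and DTX1 had a fitted value of -5.03. The Parkinson's disease list reversed (fgsea, Benjamini-Hochberg adjusted p = 0.693, against 0.000654 to 1 over its alternatives). With that control, DESeq2 called 2 genes higher and 6 lower on all 12 libraries and 0 and 1 on the libraries of the comparison. Other controls reversed genes because the level of the control differs, and the cause of that difference was not tested.

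Ranked by log2FC, 0 lists were higher and 1 lower after the combination in SK-UT-1B (4 and 11 ranked by the root of F), 0 and 0 after MK-0752 (7 and 6), and 0 and 0 after the combination in SK-LMS-1 (1 and 2). Between the lines, 0 were lower in SK-LMS-1 after DMSO (9) and 0 after the combination (5), and 0 were higher in DMSO set 4 than in set 2 (3). The direction reversed, each with an fgsea adjusted p of 1 (Benjamini-Hochberg), for Notch signaling in SK-UT-1B, Parkinson's disease after the combination in SK-LMS-1 and between the DMSO sets, and pyrimidine and fatty acid metabolism between the lines after DMSO, where their alternatives reached 0.00452, 0.000654, 3.48e-05, 0.0021, and 0.00412. Under fry, 2 and 6 lists were called in SK-UT-1B, 0 and 0 after MK-0752, 0 and 0 after the combination in SK-LMS-1, 0 were higher in DMSO set 4, and 8 and 10 were higher in SK-LMS-1 than in SK-UT-1B after DMSO and the combination. The cell cycle list after the combination in SK-LMS-1 reversed under fry (adjusted p = 0.909, against 0.00107 to 1). Of the calls of camera, which presets the correlation between genes, all between the lines held under fry, none in SK-LMS-1 after a treatment or between the DMSO sets did, and in SK-UT-1B cell cycle, DNA replication, spliceosome, fatty acid and pyrimidine metabolism, Notch signaling, p53 targets, and histone genes did. With the DESeq2 Wald statistic, 3 lists were higher and 12 lower after the combination in SK-LMS-1, and 5 were higher in DMSO set 4. Alternatives chosen after seeing the data gave 2 and 7 lists after the combination in SK-LMS-1 with DESeq2's size factors, 2 and 6 with length, GC percent, and mean count regressed out, when 10 were lower between the lines after the combination, and 4 lower with the Wald statistic of all 12 libraries.

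With the second number of the libraries as a replicate block in SK-LMS-1, 5 genes were higher and 5 lower after the combination, 2 genes of Figure 9 were called when adjusted over the list alone, and, added after seeing the data, 2 lists were higher and 10 lower. Libraries of the same number did not deviate together, with a correlation of -0.0113 across 21114 genes. No paired analysis was possible for the other treatments because their groups share fewer than 2 numbers. Few molecules limit genes of low count, since 67 of 118 differentially expressed genes in SK-UT-1B, 3 of 53 after MK-0752, and 2 of 5 after the combination in SK-LMS-1 had fewer than 10 molecules in the higher group.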

Differences from the paper's values

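The paper, which tested with DESeq2, reports 287 up- and 172 downregulated genes after the combination in SK-UT-1B, and the values here, from edgeR, were 83 and 35. For SK-LMS-1 after MK-0752, the paper's numbers are 62 and 115, and the values here were 12 and 41. For SK-LMS-1 after the combination, the paper's numbers are 47 and 12, and the values here were 3 and 2. Of the alternatives set before the data were examined, the one with no filter beyond 1 count gave 259 and 161, 64 and 111, and 50 and 23. Each was nearer to the paper's number than the main test, except the 23 lower genes against 12 in the paper. The same setting called 36 genes higher and 40 lower between the DMSO sets, without a drug. DESeq2 on the libraries of the comparison gave 63 and 134 after MK-0752 and 12 genes lower after the combination in SK-LMS-1. It left the other gaps open, with 31, 17, and 15. DESeq2's size factors in edgeR, a mean of at least 50 counts, only the libraries of the comparison in edgeR, all 4 DMSO libraries as the control, and the replicate block did not close these gaps. DESeq2 on all 12 libraries in 6 groups, chosen after seeing the values and among several settings tried, gave 287 and 171, 62 and 115, and 47 and 12.

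The paper states differential expression of 23 Notch pathway genes in each line, and at the thresholds used here 1 was differentially expressed in SK-UT-1B, DTX3, and 1 in SK-LMS-1, HES1. None of the alternatives set before the data were examined closed the gap. The paper states that genes of the gamma secretase complex and modulators rose. In SK-LMS-1 relative to DMSO set 4, APH1A, APH1B, PSENEN, DTX2, and RFNG had a log2FC of -0.10, -0.03, -0.01, -0.07, and -0.29, and relative to DMSO set 2, the libraries that Figure 9B matched, chosen after seeing the values, APH1A, APH1B, PSENEN, and DTX2 were above 0 and RFNG and NUMB were -0.04 and -0.20. In SK-UT-1B, PSENEN and DTX4 had -0.28 and -0.95.

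The paper states that the Parkinson's disease pathway decreased in both lines, and in SK-LMS-1 the list had an NES of -1.34 (fgsea, Benjamini-Hochberg adjusted p = 0.0875, 0.000654 to 1 over the alternatives, of which 4 of 8 passed the threshold). The discussion of the paper also states lower cell cycle and DNA replication pathways in both lines, and in SK-LMS-1 these lists had an NES of -1.25 and -1.43 (fgsea adjusted p = 0.0875 for both), with 5 and 3 of 8 alternatives past the threshold. Figures 8D, 8E, and 8F name 20, 20, and 19 genes, of which 8, 2, and 4 were differentially expressed with edgeR, and 20, 20, and 19 with DESeq2 on all 12 libraries, chosen after seeing the values.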

Other observations

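All tests of explanations in this part were chosen after the results had been seen. In each library, genes stood at 0 counts that the other libraries of the line cover. Chance sampling of reads argues for far fewer such genes, since the lowest share in a library was 17.6% and Poisson sampling gives at most 0.0374%. Genes switched off by a treatment do not account for them, since even replicates of one group had at least 54 genes at 0 in one and at 50 or more counts in the other. Few RNA molecules behind each library, each read many times, are a candidate explanation, since the most frequent low count of a library rose with its reads per molecule, with Pearson's r of 0.944 and Spearman's rho of 0.923 over the 12 libraries. The permutation p was 1e-05, the smallest that the permutations can give, and 0.00011 (two-sided, Benjamini-Hochberg adjusted 4e-05 and 0.00022). Without SK-LMS-1 DMSO 2-1 and combination 4-1, r was 0.933 and rho 0.867, and in the 8 SK-LMS-1 libraries r was 0.953 and rho 0.952 (exact permutation p = 0.000273 and 0.00114), while the 4 SK-UT-1B libraries were too few.

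With DESeq2 on all 12 libraries, 47 genes were higher after the combination in SK-LMS-1 than in DMSO set 4, and in 38 of them the level in DMSO set 2 lay closer to the combination, so low values in DMSO set 4 may account for part of these increases. The median log2FC of the 47 genes was 3.85 relative to DMSO set 4 and 0.72 relative to DMSO set 2. Of the 47, 17 kept a log2FC of at least 1 relative to DMSO set 2. Of the 12 genes that were lower, 10 kept a log2FC of -1 or lower relative to DMSO set 2, which argues against high values in DMSO set 4 as their whole cause. After MK-0752, 37 of 62 higher and 86 of 115 lower genes kept an absolute log2FC of at least 1 relative to DMSO set 4.

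Between the DMSO sets, without a drug, fgsea gave an NES of 1.92 for ribosome (Benjamini-Hochberg adjusted p = 0.000544, 50 of 79 genes higher in set 4, 8.82e-06 to 1 over the alternatives), 1.58 for Parkinson's disease (fgsea adjusted p = 0.00743, 67 of 110 higher, 3.48e-05 to 1), and 1.82 for histone genes (34 of 54 higher, 2.33e-05 to 1). With length, GC content, and expression level regressed out, the fgsea adjusted p was 1.18e-05 for ribosome and 0.00609 for Parkinson's disease, which argues against these properties, and 0.0633 for histone genes, which leaves them open. Under fry, the adjusted p was 0.986 for all 3, so a shift shared by correlated genes cannot be told apart from a difference with 2 libraries per set. After the combination in SK-LMS-1, the Parkinson's disease list had an NES of -1.34 relative to DMSO set 4 (fgsea adjusted p = 0.0875) and 0.938 relative to DMSO set 2 (fgsea adjusted p = 0.693), neither past the threshold, and a high level in DMSO set 4 is a candidate explanation of the negative NES. No biological explanation was tested, since the sets had the same treatment.

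MKI67, which encodes Ki-67, had a log2FC of -0.57 in SK-UT-1B after the combination (standard error 0.14, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.0787). In SK-LMS-1, it had -0.40 after the combination (standard error 0.14, edgeR adjusted p = 0.907) and -0.91 after MK-0752 (standard error 0.14, edgeR adjusted p = 0.00488), with a difference between those effects of -0.51 (edgeR adjusted p = 0.911).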
